# Salicylic acid treatment and overexpression of a novel polyamine transporter gene for astaxanthin production in *Phaffia rhodozyma*

**DOI:** 10.3389/fbioe.2023.1282315

**Published:** 2023-10-19

**Authors:** Jianping Jia, Feifei Li, Yifei Luan, Siru Liu, Zhitao Chen, Guoliang Bao

**Keywords:** *Phaffia rhodozyma*, astaxanthin, phytohormone, antioxidant, signal transduction, polyamine transporter, detoxification, RNA-seq

## Abstract

*Phaffia rhodozyma* represents an excellent microbial resource for astaxanthin production. However, the yeast’s low astaxanthin productivity poses challenges in scaling up industrial production. Although *P*. *rhodozyma* originates from plant material, and phytohormones have demonstrated their effectiveness in stimulating microbial production, there has been limited research on the effects and mechanisms of phytohormones on astaxanthin biosynthesis in *P*. *rhodozyma*. In this study, the addition of exogenous salicylic acid (SA) at a concentration as low as 0.5 mg/L significantly enhanced biomass, astaxanthin content, and yield by 20.8%, 95.8% and 135.3% in *P*. *rhodozyma*, respectively. Moreover, transcriptomic analysis showed that SA had discernible impact on the gene expression profile of *P. rhodozyma* cells. Differentially expressed genes (DEGs) in *P. rhodozyma* cells between the SA-treated and SA-free groups were identified. These genes played crucial roles in various aspects of astaxanthin and its competitive metabolites synthesis, material supply, biomolecule metabolite and transportation, anti-stress response, and global signal transductions. This study proposes a regulatory mechanism for astaxanthin synthesis induced by SA, encompassing the perception and transduction of SA signal, transcription factor-mediated gene expression regulation, and cellular stress responses to SA. Notably, the polyamine transporter gene (PT), identified as an upregulated DEG, was overexpressed in *P. rhodozyma* to obtain the transformant Prh-PT-006. The biomass, astaxanthin content and yield in this engineered strain could reach 6.6 g/L, 0.35 mg/g DCW and 2.3 mg/L, 24.5%, 143.1% and 199.0% higher than the wild strain at the SA-free condition, respectively. These findings provide valuable insights into potential targets for genetic engineering aimed at achieving high astaxanthin yields, and such advancements hold promise for expediting the industrialization of microbial astaxanthin production.

## 1 Introduction

Astaxanthin, chemically known as 3,3′- dihydroxy- β, β′- carotene-4,4′- dione, is a keto-type of carotenoid renowned for its exceptional antioxidant properties. It effectively combats free radicals by reacting with them and neutralizing them using its hydroxyl ketone groups. Astaxanthin’s antioxidant capacity surpasses that of vitamin E by over 500 times (Naguib, 2000; Gao et al., 2012). Furthermore, astaxanthin boasts a wide array of beneficial attributes, including its potential as an anticancer agent, immune system enhancer, liver protector, colorant, and so on. As a result, it finds extensive applications in nutraceuticals, pharmaceuticals, health products, cosmetics, and aquaculture (Hussein et al., 2006; Rodríguez-Sáiz et al., 2010). The primary methods for astaxanthin production encompass extraction from natural sources, chemical synthesis, and biosynthesis (Li et al., 2023). Within the realm of biosynthesis, two key isomers, 3S, 3S′ and 3R, 3R′, have emerged as prominent options due to their superior antioxidant activity, stability, and bioavailability compared to synthetic alternatives. This preference for biosynthetic astaxanthin is projected to result in a 55% reduction in the synthetic astaxanthin market by 2024 (Nutakor et al., 2022).

*Phaffia rhodozyma*, also known as *Xanthophyllomyces dendrorhous*, is a basidiomycetous yeast renowned for its ability to produce astaxanthin as its primary carotenoid. This yeast can utilize various sugars as the carbon source, grow rapidly with a short cultivation cycle, has easier culture conditions, realizes a high-density fermentation, needs less production space, and is generally recognized as safe (GRAS). Moreover, the isomer of astaxanthin produced by *P. rhodozyma* is the 3R, 3R′, which is digested more easily than the 3S, 3S′ isomer, indicating that this yeast is an ideal astaxanthin bioresource (Ramirez et al., 2000; Igreja et al., 2021). However, the astaxanthin productivity in *P. rhodozyma* is still low, which inhibits the industrial production of astaxanthin by *P. rhodozyma* even though by microorganisms. In *P. rhodozyma*, β-carotene is first synthesized through the mevalonate (MVA) pathway, and the β-carotene is then converted to astaxanthin by oxidation reactions. In the MVA pathway, acetyl-CoA is converted to isopentenyl-5-pyrophosphate (IPP) and dimethylallyl pyrophosphoric acid (DMAPP) through 7-step reaction catalyzed by acetoacetyl-CoA transferase (ACAT), 3-hydroxyl-3-methylglutaryl-CoA (HMG-CoA) synthase, HMG-CoA reductase, mevalonate kinase (MK), phosphomevalonate kinase (PMK), diphosphate decarboxylase (PMD) and isopentenyl diphosphate isomerase (IDI). Then, IPP and DMAPP are converted to β-carotene through 4-step of condensation, cyclization and modification catalyzed by geranyl pyrophosphate (GGPP) synthase (crtE), phytoene synthase (crtYB), phytoene desaturase (crtI) and lycopene cyclase (crtYB), in sequence. Finally, β-carotene is converted to astaxanthin through a oxidation reaction catalyzed by astaxanthin synthase (crtS) (Kizer et al., 2008). Acetyl-CoA, NADPH, ATP, Mg ^2+^ as the synthetic materials and cofactors, are essential in astaxanthin synthesis of *P. rhodozyma* (Basiony et al., 2022). Although the genetic transformation system was constructed in *P. rhodozyma* nearly 30 years ago (Adrio and Veiga, 1995), genetic modification of *P. rhodozyma* is still mainly focused on astaxanthin synthesis pathway. For example, *crtE* is a rate-limiting enzyme of astaxanthin synthesis and its overexpression increases the astaxanthin content in *P. rhodozyma* by 1.65-fold compared with the control (Hara et al., 2014a). Three key enzyme genes of the MVA synthetic pathway (*acaT*/*hmgS*/*hmgR*) combined with the *crtE* and *crtS* genes were overexpressed, and the astaxanthin yield of the transformant was 2.1-fold higher than the parent strain without reducing the biomass (Hara et al., 2014b). The global regulation mechanism of astaxanthin synthesis in *P. rhodozyma* is unclear, and the potential targets of genetic modification for astaxanthin improvement are still lack.

In addition, exogenous substances, such as extracts from other organisms, chemical additives, *etc.*, were used to stimulate astaxanthin production in *P. rhodozyma* (Zhang et al., 2020). *P. rhodozyma* was first isolated from plant materials and was proposed to have evolved to adapt the metabolites from its symbiotic plant (Bellora et al., 2016). Thus, the effects of different plant extracts on growth and astaxanthin production in *P. rhodozyma* were analyzed. The Oak leaf extract (at 5% v/v) could increase both astaxanthin content and astaxanthin yield by 1.9-fold, and maple leaf extract (at 3% v/v) also increased astaxanthin yield significantly (above 7 mg/L) compared to the control (5.8 mg/L) (Kothari et al., 2019). Various vegetable extracts, including *Perilla frutescens* (final concentration, 5%) or *Allium fistulosum* (final concentration, 1%), could significantly improve cell growth and astaxanthin yield in *P. rhodozyma* (Kim et al., 2007). Phytohormones, which are signaling molecules derived from plants, play a crucial role not only in the physiological and metabolic regulation of higher plants but also in stimulating a wide range of biological processes. These processes include cell growth and the metabolism of fatty acids, carotenoids, and carbohydrates in microalgae and fungi. 6-benzylaminopurin (6-BAP) was found to increase biomass and astaxanthin production in *P. rhodozyma* by more than 20% at a concentration of down to 0.25 mg/L. Metabolome analysis showed that 6-BAP enforced glucose uptake and glycolysis and inhibited the TCA cycle to improve astaxanthin synthesis. Moreover, 6-BAP induced gene expressions of key enzymes in the carotenogenic pathway to increase astaxanthin production (Pan et al., 2020). A high concentration of 500 mg/L gibberellic acid (GA) increased astaxanthin biosynthesis in *P. rhodozyma* by 77% in the fed-batch system. Astaxanthin synthase (*crtS*) that catalyzes the conversion of β-carotene to astaxanthin was induced while genes of the steroid biosynthetic pathway were suppressed by GA (Liu et al., 2022). Although phytohormone has been proved as an ideal strategy to improve the astaxanthin productivity in *P. rhodozyma*, the research on mechanism of phytohormone inducing astaxanthin synthesis is still at an early stage with much detail unclear.

Salicylic acid (SA) is an important phytohormone in the defense networks of high plants, macroalgae and microalgae. Effects of SA on growth and astaxanthin were mainly focused on the microalgae *Haematococcus pluvialis* (Raman and Ravi, 2011; Gao et al., 2015; Yu et al., 2015). As Raman et al. reported, SA (100 μM) could increase the astaxanthin content by 6.8-fold under a low light condition through improving the activities of superoxide dismutase and ascorbate peroxidase (APX) by 4.5- and 15.5-fold, respectively. This result indicated that oxidative stress induced by SA improved production of antioxidants such as astaxanthin in *H. pluvialis* (Raman and Ravi, 2011). Gao et al. found that SA changed the expressing patterns of 26 transcription factors (TFs), 12 of which belongs to the plant-specific TFs, to improve astaxanthin production in *H. pluvialis* (Gao et al., 2015). SA was also found to induce higher transcriptional expression levels of the carotenogenic genes, including *ipi-1*, *ipi-2*, *psy*, *pds*, *lyc*, *bkt2*, *crtR-B* and *crtO*, resulting in higher astaxanthin productivity in *H. pluvialis* (Gao et al., 2012). However, the global mechanisms of SA regulating astaxanthin synthesis in microorganisms are still unclear, and the effect and mechanism of SA on cell growth and astaxanthin production in *P. rhodozyma* have never been reported.

In this study, we analyzed the effects of SA on biomass and astaxanthin accumulation in *P. rhodozyma* and found that SA at an extremely low concentration could improve its cell growth, astaxanthin content and yield. Using the transcriptomic method, the global transcriptional profiles of the *P. rhodozyma* cells between the SA-treatment and SA-free groups are compared, and the differentially expressed genes (DEGs) between the two groups are identified and analyzed. At the cellular global level, the mechanism of SA regulating the cell growth and astaxanthin accumulation in *P. rhodozyma* are presented and illuminated in this study. A upregulated DEG, polyamine transporter gene (*PT*), was overexpressed in the *P. rhodozyma* to obtain the yeast transformant Prh-PT-006. The biomass, astaxanthin content and yield of strain Prh-PT-006 under SA-treatment condition were evaluated, and the SA-treatment combining with genetic modification strategy for astaxanthin production was constructed. Our result will deepen the theoretic system of microbial astaxanthin synthesis and regulation, provide the engineering targets for constructing astaxanthin high-yield strains, and lay solid foundation for accelerating the industrialization production of microbial astaxanthin.

## 2 Materials and methods

### 2.1 Chemicals

Astaxanthin and salicylic acid of HPLC grade were purchased from Sigma-Aldrich, Inc. (St. Louis, MO, United States). All other chemicals were sourced from Aladdin Biochemical Technology Co., Ltd. (Shanghai, China) and met at least analytical-grade standards.

### 2.2 Microbial strains and culture condition

The *P*. *rhodozyma* strain AS2.1557 was obtained from the China General Microbiological Culture Collection Center (Beijing, China). The YPD medium was composed of 20 g/L glucose, 10 g/L yeast extract and 20 g/L peptone. The YM medium was composed of 5 g/L tryptone, 3 g/L yeast extract, 3 g/L malt extract, and 10 g/L glucose. The yeast culture condition was at 22°C and 300 rpm for 96 h.

### 2.3 Salicylic acid- or G418-treatment

Salicylic acid (SA) was dissolved in the deionized water and added to the YPD medium with the final concentrations of 0.25 mg/L, 0.5 mg/L, 1 mg/L, 2 mg/L and 3 mg/L, respectively (SA-treatment). Similar amounts of deionized water were added to the YPD medium and used as the controls (SA-free). To select the positive transformants overexpressing the *PT* gene, YM medium plate containing 50 mg/L G418 was prepared on which transformants were cultured.

### 2.4 Biomass measurement

The *P. rhodozyma* AS2.1557 biomass was measured in terms of dry cell weight (DCW). An aliquot of 50 mL of the cell culture was centrifuged at 4°C and 7,000 g for 5 min and then washed twice with distilled water. The cell pellets were lyophilized to a constant weight at −50°C for approximately 48 h and weighed (Yu et al., 2019).

### 2.5 Astaxanthin extraction and analysis

A volume of 3 mL dimethyl sulfoxide (DMSO) was preheated at 60°C and then mixed well with the *P. rhodozyma* cell. The mixture was incubated at 50°C for 5 min. A volume of 3 mL anhydrous ethanol was added to the above mixture and incubated for 20 min. Then, the sample was extracted by ultrasonic for 10 min, and centrifuged at 8000 rpm and 4°C for 10 min. The extraction procedure was performed for several cycles until the cell pellet turned white. The supernatants were collected and diluted to 20 mL. The astaxanthin was analyzed on an Essentia LC-16 HPLC system equipped with a Hypersil BDS C18 column (Shimadzu, Japan). The UV detection wavelength of astaxanthin, injection volume, column temperature and flow rate were 478 nm, 10 μL, 25°C and 1 mL/min, respectively. The mobile phase was composed of methanol and acetonitrile with a volume ratio of 9:1 (Pan et al., 2020).

### 2.6 RNA extraction and library construction

The total RNA was extracted from each sample using TRIzol Reagent (Invitrogen, United States). The RNA amount and purity were analyzed by an Agilent 2100 Bioanalyzer (Agilent Technologies, United States), a NanoDrop apparatus (Thermo Fisher Scientific Inc., United States), and 1% agarose gel, respectively. The RNA integrity was assessed by Bioanalyzer 2100 (Agilent Technologies, United States) with the RIN number higher than 7.0, and confirmed by electrophoresis with denaturing agarose gel (Yu et al., 2019). Poly (A) RNA was purified using Dynabeads Oligo (dT)25-61005 (Thermo Fisher, United States) and two cycles of purification. Poly (A) RNA was used as template and the 1st strand cDNA was synthesized using ProtoScript II Reverse Transcriptase (Invitrogen, United States). The 2nd strand cDNA was synthesized using Second Strand Synthesis Enzyme Mix (including dACG-TP/dUTP), *Escherichia coli* DNA polymerase I (NEB, United States), RNase H (NEB, United States) and dUTP Solution (Thermo Fisher, United States). An A-base was added to each strand, and an adaptor with a T-tailed was ligated. The size selection of Adaptor-ligated DNA was then performed using AMPureXP beads. After the Uracil-Specific Excision Reagent (USER) enzyme (NEB, United States) treatment of the U-labeled second-stranded DNAs, the ligated products were amplified with PCR for 10 cycles with both primers carrying sequences which can anneal with the flow cell to perform bridge PCR. The PCR products were cleaned up using AxyPrep Mag PCR Clean-up (Axygen, United States), validated using an Agilent 2100 Bioanalyzer (Agilent Technologies, United States), and quantified by a Qubit 2.0 Fluorometer (Invitrogen, United States). The average insert size was 300 ± 50 bp. Thus, 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina HiSeq instrument following the vendor’s recommended protocol (Illumina, United States).

### 2.7 RNA-seq data analysis

The FASTAQ format data was first processed with the fastap software (https://github.com/OpenGene/fastp), and the clean reads with adapters, poly N, and low-quality reads removed were obtained. The Q20, Q30, GC-content were calculated, and the further analysis was based on the clean data with high quality. The HISAT2 (https://ccb.jhu.edu/software/hisat2) was used to map reads to the reference genome of.

*P. rhodozyma* CBS6938 (Genebank No. GCA_014706385.1). StringTie was used to estimate the expression levels of all transcripts through the FPKM value. The differentially expressed genes (DEGs) were selected with fold change >1.5 or fold change <0.5 and *p*-value (parametric F-test comparing nested linear models) < 0.05 by R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html). The R package GOseq was used to conduct GO enrichment analysis of the DEGs with a significant *p*-value < 0.05 (Li and Dewey, 2011). The KOBAS software was used to enrich significant DEGs in the KEGG pathway (Kyoto Gene and Genomic Encyclopedia, http://en.wikipedia.org/wiki/KEGG) (Mao et al., 2005).

### 2.8 Quantitative real-time reverse transcription PCR (RT-PCR)

The expression levels of selected 33 DEGs from the transcriptomic data were further validated through qRT-PCR. The gene-specific primer were designed by Primer Premier 5.0 and were listed in Supplementary Table S1. The total RNA was extracted from samples using the method described above. qRT-PCR was performed with the CFX96 Touch qRT-PCR system (BIORAD, United States). The PCR conditions were: 98°C for 30 s, 40 cycles of 98°C for 5 s, and 58°C for 34 s. The 18S rRNA gene was used as an internal standard, and the relative quantitative method (ΔΔCt) was used to evaluate the relative quantitative variations (Livak and Schmittgen, 2001). Every qRT-PCR reaction was performed in triplicate, and the data were normalized using the average for the internal standard. The linear correlations of the DGEs expression levels deduced from the transcriptomic data and RT-PCR were fitted with *R* ^2^ value to validate the transcriptomic results.

### 2.9 Construction of the polyamine transporter gene (*PT*)-overexpressing vector

An overlap PCR technology was used to construct a polyamine transporter gene (*PT*)-overexpressing vector with minor modifications (Yu et al., 2020). The vector with a 7097bp-length contains 18sup, Pgdp, G418, Tgdp, Padh4, PT, Tact and 18sdown in sequence, represented as upstream of the 18SrDNA, gdp promoter, G418-resistence gene, gdp terminator, adh4 promoter, polyamine transporter gene, act terminator and downstream of the 18SrDNA, respectively. This vector is integrated into the 18SrDNA location of *P. rhodozyma* genome through double-cross homologous recombination with resistance to G418 as selective marker and overexpression of PT gene under the strong promoter Padh4 (Hara et al., 2014a). The 8 DNA fragments were firstly amplified separately, with the genome of *P. rhodozyma* as template for 18sup, 18sdown, Pgdp, Tgdp, Padh4, PT, Tact, and the pPIC9K plasmid as template for G418. The primers were designed by the Primer Premier Ver. 6.0 (PREMIER Biosoft., United States), and are listed in Supplementary Table S1. The same oligonucleotides with upstream and downstream fragments were added into the F- and R-primers to make the 8 fragments ligated in sequence by the second step overlap PCR. In the second-step PCR, the first-step 8 PCR products, were as the template with an approximate mol ratio of 18sup, Pgdp, G418, Tgdp, Padh4, PT, Tact, 18sdown as 1:3:5:7:7:5:3:1, respectively, and 18sup-F and 18sdown-R as the primers. The PCR condition was a cycle of 98°C for 3 min, followed by 30 cycles (98°C for 10 s, 55°C for 1 min and 72°C for 3 min), and a final cycle of 10 min at 72°C.

### 2.10 Genetic transformation of the PT-overexpressing vector into *P. rhodozyma* cells

The transformation of *P. rhodozyma* cells were based on the electro-transformation method reported by Niklitschek et al. with minor modifications (Niklitschek et al., 2008). The yeast was cultured on YM medium (OD_660nm_ = 1.5) and cells were harvested at 10,000 g for 5 min. The pellet was suspended in the potassium phosphate buffer (50 mM potassium phosphate, pH 7, 25 mM DTT) and incubated at 21 °C for 15 min. Then, the cells were washed twice with the STM buffer (270 mM sucrose, 10 mM Tris HCl, 1 mM MgCl, pH 7.5) and suspended with 500 μL STM buffer at 4 °C as competent cell. A volume of 60 μL competent cell and 10 μg DNA fragment were mixed well and the electroporation conditions was 25 μF, 1,000 Ω, 800 V using a Gene Pulser (BioRad, United States). The transformants were selected on YM with 50 mg/L G418.

### 2.11 Confirmation of *PT*’s integration into *P. rhodozyma* genome and its expression

The *PT* gene’s integration was further confirmed in the transformants with G418 resistance through PCR technology, and the *PT* gene’s expression was confirmed by RT-PCR technology. Genomes of *P. rhodozyma* wild strain and transformants were extracted using TaKaRa MiniBEST universal Genomic DNA Extraction Kit based on manufacturer’s instruction (Takara Bio, Dalian, China). PCR was performed using the extracted genomes as templates and Confirm-F and Confirm-R as primers (Supplementary Table S1). The PCR condition was described above. The RT-PCR was described as the 2.8 section.

### 2.12 Statistical analysis

All experiments were repeated three times, and data were expressed as mean values ± standard deviations (SD). Data were statistically analyzed using one-way ANOVA and Scheffe’s test using SPSS^®^ 20.0 (SPSS Inc., Chicago, IL, United States).

## 3 Results

### 3.1 Trace salicylic acid stimulates cell growth and astaxanthin biosynthesis

We analyzed effects of exogenous phytohormone salicylic acid (SA) on biomass and astaxanthin production (Figure 1). It is worth noting that the *P. rhodozyma* cell was very sensitive to SA, and an extremely low concentration range of 0.25–3 mg/L SA could improve this yeast’s biomass, astaxanthin content and yield by 6.3%–22.5%, 6.6%–96.1% and 12.9%–125.4%, respectively. Under the optimal SA treatment condition (0.5 mg/L), the *P. rhodozyma* biomass, astaxanthin content and yield reached 6.4 g/L, 0.28 mg/g DCW and 1.7 mg/L, with 20%, 96.1% and 125.4% higher than those from the control group (the SA-free group) (Figure 1A). The time-course effects of 0.5 mg/L SA on biomass, astaxanthin content and yield, were also analyzed (Figures 1B–D). The results showed that the biomass, astaxanthin content and yield from the SA treatment group at 24 h, 48 h, 72 h and 96 h, except the biomass at 24 h, were significantly distinguished and improved comparing with those from the control group (SA-free group). These results indicated that *P. rhodozyma* cell response the SA treatment to improve its biomass, astaxanthin content and yield. The optimal 0.5 mg/L of SA was selected to further analyze the transcriptomic mechanism of SA inducing cell growth, astaxanthin content and yield in *P. rhodozyma*.

**FIGURE 1:**
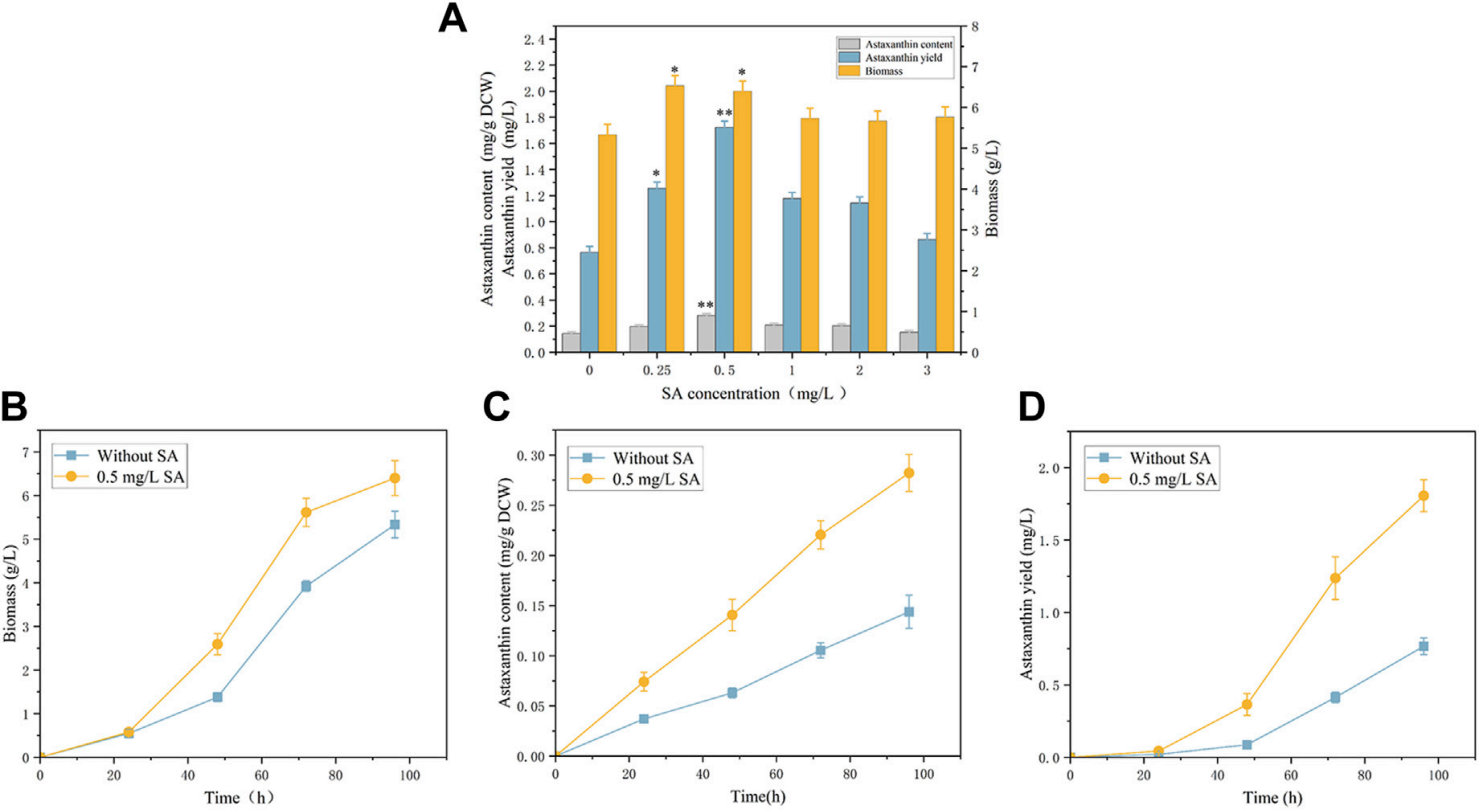
Effects of salicylic acid (SA) on biomass and astaxanthin accumulation in *Phaffia rhodozyma*. **(A)** Effects of different concentrations of SA (0 mg/L, 0.25 mg/L, 0.5 mg/L, 1 mg/L, 2 mg/L and 3 mg/L) on biomass, astaxanthin content and yield in *P. rhodozyma*. **(B)** 96 h time-course effect of 0.5 mg/L SA on biomass in *P. rhodozyma*. **(C)** 96 h time-course effect of 0.5 mg/L SA on astaxanthin content in *P. rhodozyma*. **(D)** 96 h time-course effect of 0.5 mg/L SA on astaxanthin yield in *P. rhodozyma*. Data are given as means ± SD, *n* = 3. Asterisk without the indicator line compared with the WT *p < 0.05 **p < 0.01.

### 3.2 Illumina sequencing, reads mapping, and statistical analysis

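The S group held 3 libraries from cells grown with 0.5 mg/L salicylic acid (SA), a phenolic plant hormone, and the C group held 3 libraries from cells grown without it. They are named S1 to S3 and C1 to C3 as in Supplementary Table S2. The table of the S and C groups held 1 FPKM value per library for each of 6249 genes of *P. rhodozyma*, a basidiomycete yeast that makes astaxanthin. Genes are named here by the number and the description that table gives them, and their positions are those of its contigs. The paper names an assembly of strain CBS6938 in its methods and another assembly, Xden1, in its results, and which of them the contig names belong to is not given in the sources used here. The paper's valid reads were 38376182 to 49912270 per library in the S group (median 40256492) and 35187812 to 42175042 in the C group (median 38386514). Library S3 stood apart from the other libraries. It had the most reads, the paper's mapped share was 97.58% in S3 against 95.85% to 96.01% in the others, and the paper's Q30 was 98.4% against 97.74% to 97.99%. The authors cleaned the reads with fastp, mapped them with HISAT2 and estimated FPKM with StringTie. FPKM is already divided by gene length and library size and keeps no read counts. The low values did not come out as whole multiples of 1 read, so the number of reads behind a single value is unknown. From that point, log2(FPKM + 0.1) of the 6113 genes with a mean of at least 0.5 FPKM was compared between the groups with limma, and p-values were adjusted by the Benjamini-Hochberg method. The median gene had 29.2, 31.3 and 32.0 FPKM in S1, S2 and S3 and 26.3, 26.4 and 23.6 in C1, C2 and C3. The scaling between libraries therefore bears on how many genes are called higher or lower, and each gene was also tested after centring every library on its median and after quantile normalization. The paper states that its experiments were repeated 3 times and does not say that these libraries came from separate cultures. The p-values measure the spread between these libraries, which may be technical.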

The total RNA was extracted from *P. rhodozyma* cells with and without 0.5 mg/L SA treatment, representing the S and C group, respectively. The RNA-seq libraries were constructed and sequenced. The raw data was processed to a range of approximate 35.2–49.9 million valid reads (5.28G-7.49G) with high Q20 (Sequencing error rate <0.01) and Q30 (Sequencing error rate <0.001) values for each sample (Supplementary Table S2). These results indicated that the sequencing data has high quality and credibility and can be further analyzed. The reference genome sequence of *P. rhodozyma* has been released (NCBI number GCA_001007165.2_Xden1), thus, the valid reads were mapped into the reference genome. Based on the gtf file of reference genome for annotation, the sequencing data mapped to the genome and their distribution in genome region were analyzed (Supplementary Table S3). In all groups, a range of 95.85%–97.58% valid reads could be mapped in the reference genome with 93.96%–95.65% of unique mapped reads and 1.84%–1.94% of multi mapped reads. These results showed that most of our sequencing data could be mapped to the reference genome, and our data had high quality and credibility and could be further analyzed.

### 3.3 Changes in transcriptional profile induced by SA treatment in *P. rhodozyma*

Pearson correlation and principal components analysis (PCA) were performed to analyze the transcriptomic profile between the SA-treatment and SA-free groups (the S and C group). The pearson correlation analysis showed that the S- and C- group samples had lower correlation while the samples in the same group had higher correlation (Figure 2A). 

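The 3 libraries of the S group were close to one another, with a Pearson r of 0.988 to 0.992 on log2(FPKM + 0.1) over the 6113 tested genes. The C group was more spread on this scale, with an r of 0.979 between C1 and C3 and up to 0.987 between C1 and C2. Between the S and C groups r ran from 0.967 for S3 with C1 to 0.983 for S1 with C3. The ranges of the C group and of the pairs between groups therefore overlapped on this scale. On untransformed FPKM, which is led by the most abundant genes, they did not: r was 0.9922 to 0.9969 within the C group, 0.9915 to 0.9944 within the S group and 0.9809 to 0.9879 between them, so the C group was not the more spread there. Pairs of libraries are not independent, so no p-value was computed. The highest r between any libraries was 0.9969, between C1 and C2, and no library was a copy of another.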

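In a principal component analysis of log2(FPKM + 0.1) with every gene centred, the S and C groups lay on opposite sides of the first component, which held 57.3% of the variance. The scores on it were 11.4, 19.6 and 26.3 for S1, S2 and S3 and −18.7, −16.8 and −21.7 for C1, C2 and C3. The second component held 19.4% and mainly spread the C group, from −18.3 for C1 to 20.3 for C3, while the S group stayed between −1.44 and 3.09. Without centring the genes, the first component held 99.6%. On untransformed FPKM of all genes without centring, 1 of 12 forms tried after seeing the data, the first component held 99.1% and weighted the 6 libraries alike, at 0.37 to 0.43. The second component, with 0.53%, then separated the groups, at 0.31 to 0.50 for the S group and −0.44 to −0.30 for the C group.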

The PCA results showed that the profiles of all gene transcripts with and without SA treatments (the S and C groups) can be well discriminated at the PCA1 level, which could explain the 99.08% difference (Figure 2B). A further Hierarchical Cluster Analysis (HCA) based on all gene transcripts from the S and C groups showed that the transcriptomic profiles of the two groups samples were obviously branched (Figure 3). These results suggested that SA indeed significantly disturbed the expressions of genes at the global cellular level in *P. rhodozyma*, which corresponded to the result that SA could induce the cell growth and astaxanthin biosynthesis (Figure 1). Thus, the mechanism of SA disturbing the transcriptomic profiles of *P. rhodozyma* should be further analyzed to uncover mechanism of SA inducing the cell growth and astaxanthin biosynthesis.

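Average-linkage clustering of the 6 libraries on 1 − r of log2(FPKM + 0.1) joined S1, S2 and S3 in one branch and C1, C2 and C3 in the other. The branches of the S and C groups met at a height of 0.0245. Within the S group, S1 and S2 joined first at 0.00834 and S3 at 0.0119. The C group joined later, C1 with C2 at 0.0126 and C3 at 0.0176.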

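The change in the S group depended on how abundant a gene was. The median log2 fold change was 0.40 in the decile of genes with the lowest mean FPKM, 0.25 in decile 5 and −0.07 in the most abundant decile, and 0.21 over all 6113 genes. The most abundant decile held 113 of the 185 genes that were lower in the S group at an adjusted p under 0.05 and 62 of the 1218 that were higher. The 100 most abundant genes held 27.2%, 25.8% and 25.1% of the length-weighted FPKM in S1, S2 and S3 and 28.8%, 28.4% and 29.9% in C1, C2 and C3. Because the median gene moved, calls are also given as adjusted p-values with every library centred on its median. Centring left a median log2 fold change of −0.07 over all genes. From the correlation, component and clustering results, the paper proposes that SA disturbed gene expression at the global level and sets this beside the effect of SA on growth and astaxanthin.

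**Figure D1:**
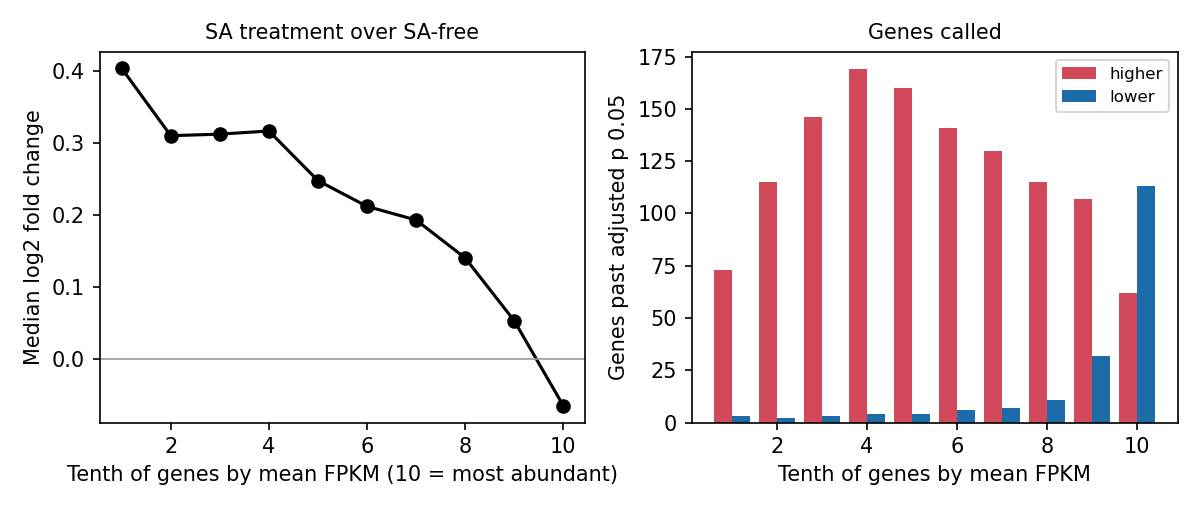
Left, median log2 fold change of FPKM (SA treatment over SA-free) in each decile of the tested genes by mean FPKM, from the lowest (1) to the most abundant (10). Right, bars give the number of genes in each decile past an adjusted p of 0.05, higher (red) or lower (blue) in the S group. Medians run from 0.40 in the lowest decile to −0.07 in the highest, and 113 lower genes lie in the highest decile. With every library centred on its median the deciles run from 0.13 to −0.34.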

**FIGURE 2:**
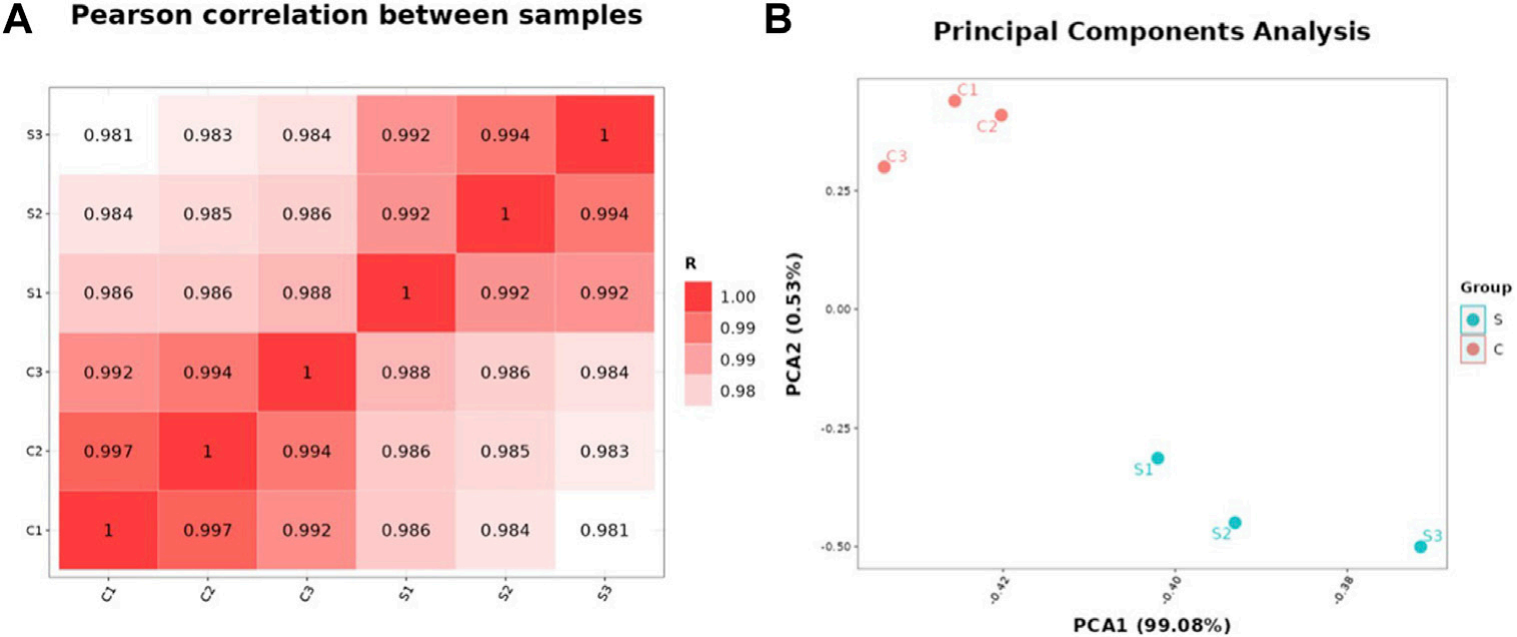
Transcriptomic profiles of the *P. rhodozyma* cells under the SA-treatment (S group) and SA-free (C group) conditions. **(A)** Pearson correlation between the samples from the S and C groups (The closer the R-value is to 1, the more similar transcriptomic profiles of the two samples are). **(B)** PCA analysis of the samples from the S and C groups (The closer the points representing the samples are, the more similar the transcriptomic profiles between the samples are).

**FIGURE 3:**
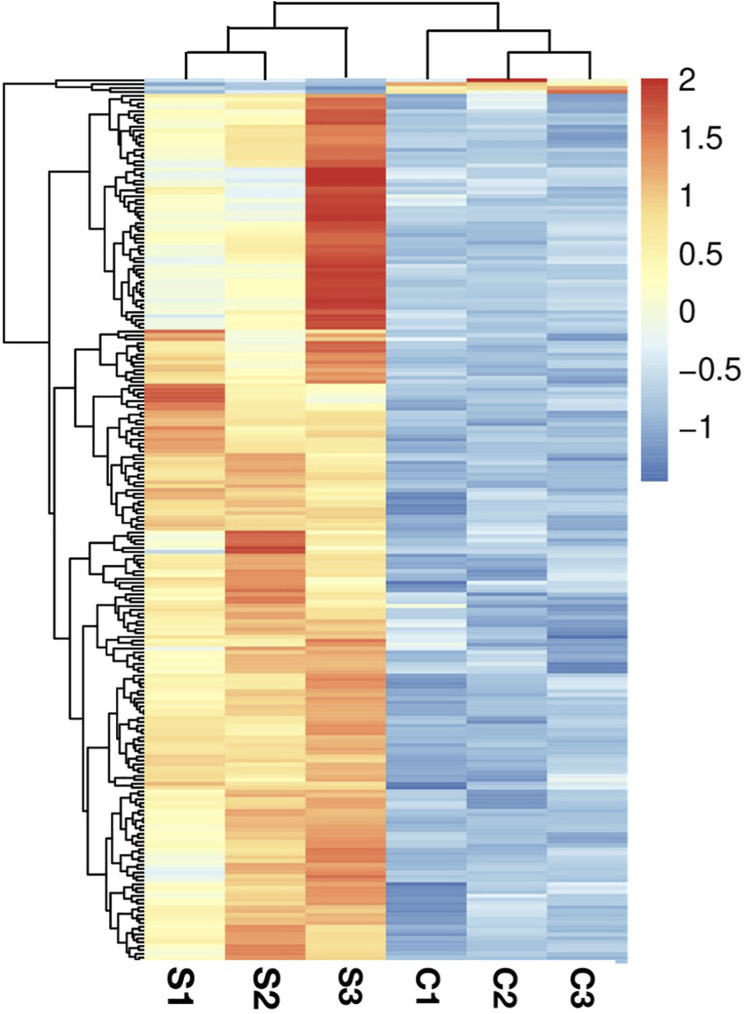
Hierarchical Cluster Analysis (HCA) analysis based on all transcripts from the S and C groups.

### 3.4 DEGs identification, GO function annotation and KEGG pathway enrichment

The differentially expressed genes (DEGs) with fold change >1.5 or fold change <0.5 and parametric F-test comparing nested linear models (*p*-value <0.05) were identified to uncover the mechanism of SA inducing cell growth and astaxanthin biosynthesis. A total of 949 DEGs with 895 upregulated and 54 downregulated was identified in *P. rhodozyma* cells of the SA-treatment group (S group) compared to those SA-free group (C group) (Figure 4). 

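Genes higher in the S group outnumbered lower ones as deposited: 1218 genes rose and 185 fell at an adjusted p under 0.05 from limma, a share of 86.8% higher that turned to 32.2% with centred libraries (444 higher and 937 lower) and 43.8% after quantile normalization (404 and 518). The steepest rise was that of gene 4841, a flavonol or cinnamoyl-CoA reductase, at 56.7 ± 12.2 (SD, n = 3) FPKM in the S group and 4.87 ± 1.90 (SD, n = 3) in the C group. Gene 10855, described in the same words, stood at 164 ± 38.4 FPKM in the S group and 25.9 ± 6.79 in the C group. Among the falls were gene 10297, described as a PHO80-like cyclin, at 2184 ± 193 FPKM in the S group and 3768 ± 66.7 in the C group, and gene 12341, a major facilitator superfamily transporter, at 1067 ± 63.7 FPKM in the S group and 1892 ± 90.1 in the C group. The median fold was 1.62 for the genes that rose and 1.30 for those that fell, and 241 of the rises and 3 of the falls exceeded 2-fold on the log2(FPKM + 0.1) scale. These falls were genes 8413, 8415 and 11331, all hypothetical proteins named after their values were seen, with log2 fold changes of −1.99, −1.04 and −1.51 in that order. Without C3 or S3 the call of gene 11331 was lost (adjusted p = 0.0581 and 0.0612). At an unadjusted p under 0.05 with a fold above 1.5 or below 0.5, 1019 genes were higher and 4 were lower, the same falls and gene 8349, a glycoside hydrolase family 17 protein (−1.06, adjusted p = 0.126, also named after its values were seen). All 444 genes higher with centred libraries were among the 1218 rises, and all 185 falls were among the 937 genes lower with centred libraries. Centring takes the same amount off every log2 fold change, so this nesting follows nearly in full from that shift and is no separate support. The authors' deposited p-values, adjusted over the same genes, gave 790 higher and 750 lower. Unadjusted, they gave 1168 higher and 1079 lower, beside 1981 and 322 from limma, although the deposited folds had a median log2 of 0.20. The paper does not say whether its test allowed for a shift between libraries. Calls by these p-values are therefore no check apart from centring. S3 was the extreme library in 659 of the rises and 102 of the falls. Without S3, 553 genes were higher and 79 lower; without S2 the counts were 501 and 67, without C2 720 and 71, and without C3 293 genes were lower.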

To validate the results from transcriptomic data, a total of 33 up- or downregulated DEGs were selected, and their expression levels were analyzed using RT-PCR technology (Figure 5; Table 1). 

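Glutathione S-transferase (gene 9309), copper transporter (gene 4787) and polyamine transporter (gene 4151) were among the steepest rises of Table 1 in both measures. Their log2 fold changes of FPKM were 2.21, 1.89 and 2.47, beside the paper's RT-PCR values of 2.5, 1.9 and 2.2. Hydroxymethylglutaryl-CoA synthase (gene 2377) was at −0.71, beside the paper's RT-PCR value of 0.6 with a down arrow. For isocitrate dehydrogenase, the gene ID of Table 1 gave a log2 fold change of −0.24 (SE 0.12), beside the paper's RT-PCR value of 1.1. The FPKM means printed there are those of another isocitrate dehydrogenase gene (gene 11923), which was at 1.13. For fatty acid synthase, the gene ID of Table 1 gave 0.38 (SE 0.12), beside the paper's RT-PCR value of 0.5 with a down arrow. That ID carries the description SUR7/PalI and not fatty acid synthase. The limma correlations over all 33 genes use both IDs as given. Across the 33 genes, Pearson's r was 0.875, Spearman's rank correlation was 0.828 and r squared was 0.766 (two-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give). These are correlations across genes, which are not independent replicates, and the genes were picked by the study from these libraries. Over the 28 genes that the paper lists as induced, r squared was 0.588. With the paper's log2 fold changes as printed in Table 1, signed by its arrows, in place of those from limma, it was 0.905 over the 33 genes. With the limma values but without the isocitrate dehydrogenase and fatty acid synthase genes, a choice made after seeing the data, it was 0.871. From its own r squared, the paper concludes that the transcriptomic data were accurate and credible.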

The linear correlation of the results from FPKM and RT-PCR was fitted with a *R* ^2^ value up to 0.9154, indicating that the results derived from the two methods had a higher linear relationship and our transcriptomic data had higher accuracy and credibility (Figure 5).

**FIGURE 4:**
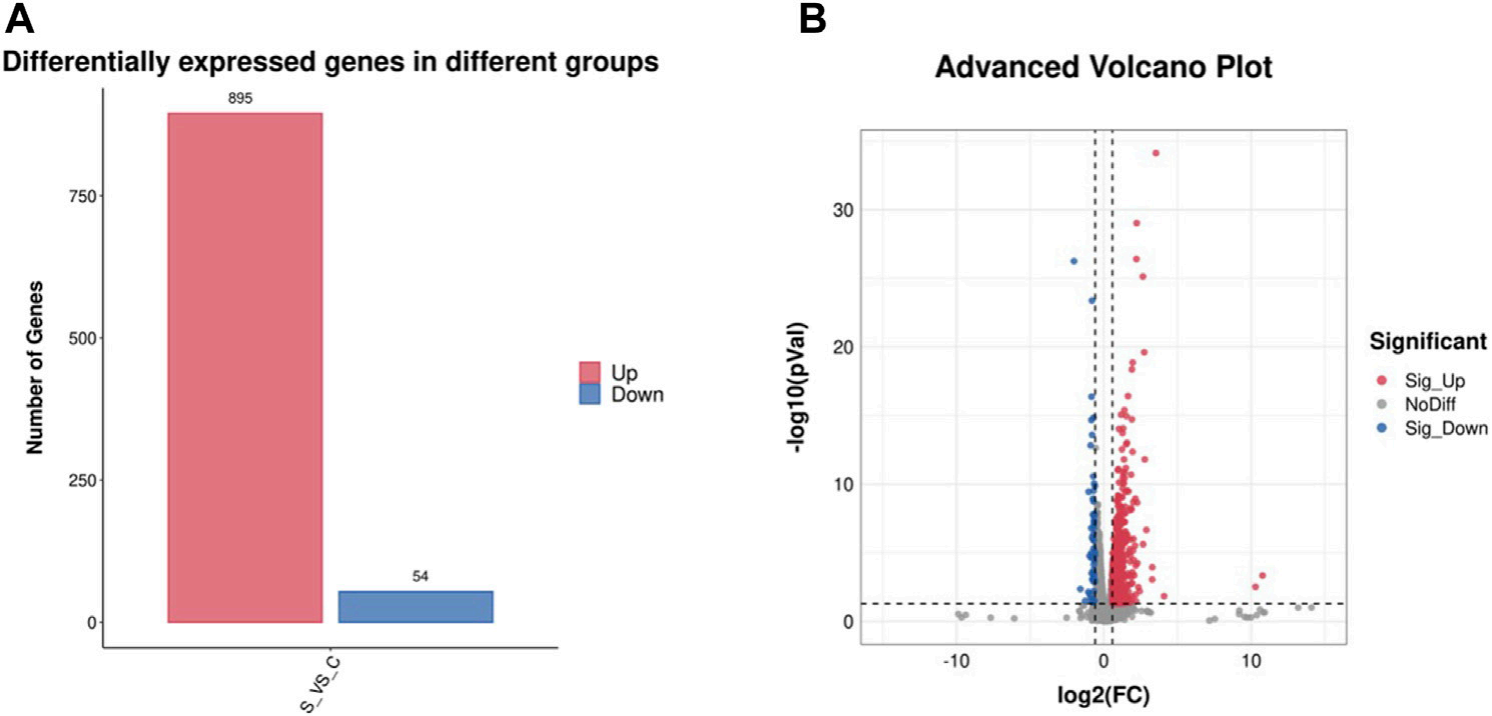
The differentially expressed genes (DEGs) number **(A)** and volcano plot **(B)**.

**FIGURE 5:**
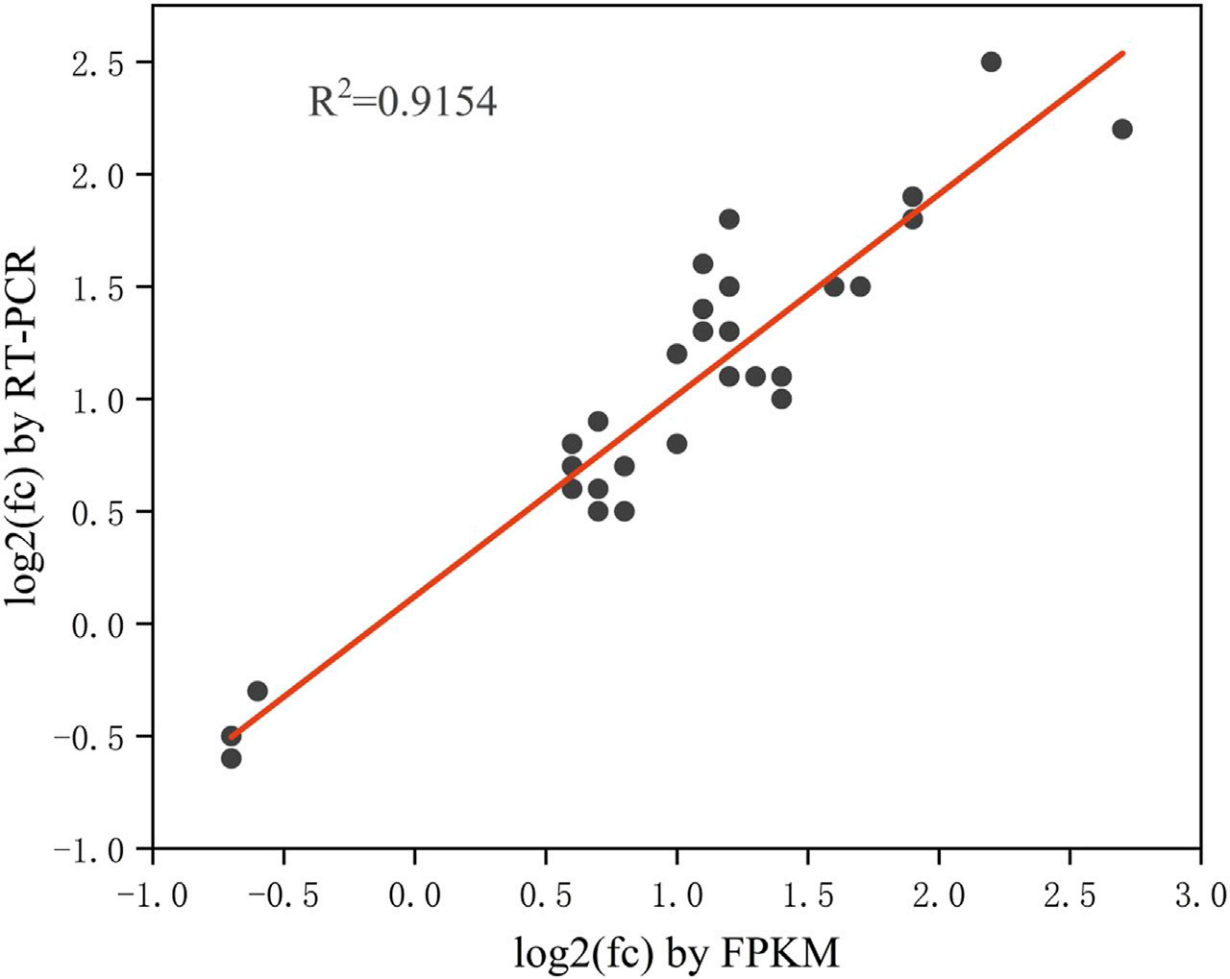
The linear relationship between the 33 DEGs results from RT-PCR and FPKM (The closer the R-value is to 1, the stronger the linear relationship between the two sets of data).

**TABLE 1:** The DEGs involved in regulation of SA on biomass and astaxanthin synthesis in *P*. *rhodozyma*.

Group	Gene ID	Gene description	FPKM			log2(fc) by RT-PCR
			SA treatment	Control	log2(fc)	
Astacanthin metabolism	2447	astaxanthin synthase	88.2 ± 9.5^a^	56.3 ± 14.2	1↑	1.2↑
Central carbon metabolism	11,901	pyruvate kinase	104.3 ± 15.3^b^	41.9 ± 2.9	1.3↑	1.1↑
	8393	isocitrate dehydrogenase	185.5^b^	82.5	1.2↑	1.1↑
Fatty acid metabolism	10,215	cytochrome P450	0.8 ± 0.1^b^	0.3 ± 0.1	1.2↑	1.3↑
	10,399	fatty acid synthase	131.8 ± 28.4^a^	197.7 ± 19.5	0.7↓	0.5↓
Sterol metabolism	2377	hydroxymethylglutaryl-CoA synthase	466.5 ± 39.5^a^	771.2 ± 90.4	0.7↓	0.6↓
Anti-stress metabolism	9309	glutathione S-transferase	187.8 ± 17.3^b^	40.4 ± 9.5	2.2↑	2.5↑
	11,321	catalase	48.9 ± 6.8^a^	31.5 ± 9.3	0.6↑	0.8↑
	7839	peroxiredoxin	3.1 ± 0.6^a^	1.2 ± 0.4	0.6↑	0.6↑
	3693	thioredoxin	30.8 ± 9.4^b^	14.6 ± 2.7	1.1↑	1.6↑
	7785	spermine/spermidine synthase	13.6 ± 1.6^b^	5.9 ± 0.6	1.2↑	1.5↑
Transportation	4787	copper transporter	55.1 ± 9.3^b^	14.7 ± 2.6	1.9↑	1.9↑
	3671	amino acid transporters	65.7 ± 19.2^b^	22.3 ± 2.6	1.7↑	1.5↑
	11,455	amino acid permease	19 ± 2.6^b^	5.1 ± 0.6	1.9↑	1.8↑
	11,091	uridine permease/thiamine transporter	162.1 ± 25.1^b^	63.5 ± 8.4	1.4↑	1.1↑
	625	abc transporter	177.2 ± 18.2^b^	82.6 ± 12.3	1.1↑	1.3↑
	11,031	oligopeptide transporter	12.1 ± 0.4^a^	19.6 ± 2.5	0.7↓	0.5↓
	4151	polyamine transporter	63.3 ± 14.2^b^	10 ± 3.6	2.7↑	2.2↑
	12,365	magnesium transporter	25.7 ± 2.6^a^	15.6 ± 0.6	0.7↑	0.5↑
	7263	gamma-aminobutyrate permease	48.5 ± 3.6^a^	30.4 ± 4.7	0.7↑	0.9↑
	8291	s-adenosylmethionine transporter	36.8 ± 5.2^b^	17.2 ± 2.4	1.1↑	1.4↑
	5465	Fluoride ion transporter	9.9 ± 0.4^a^	5.9 ± 1.2	0.8↑	0.5↑
DNA metabolism	12,339	thymidylate synthase	73.9 ± 29.1^a^	111.9 ± 17.3	0.6↓	0.3↓
	1329	inosine triphosphate pyrophosphatase	56.6 ± 9.5^a^	36.1 ± 4.6	0.6↑	0.7↑
	8807	thymidylate kinase	7.4 ± 1.3^a^	4.4 ± 2.3	0.7↑	0.6↑
	11,695	guanylate kinase	6.7 ± 0.6^b^	2.3 ± 0.3	1.6↑	1.5↑
	8869	glutamine synthetase	12.3 ± 1.5^a^	6.9 ± 0.6	0.8↑	0.7↑
Signal transduction	6847	Ca/calmodulin-dependent protein kinase	3.2 ± 0.9^b^	1.4 ± 0.4	1.2↑	1.8↑
	9597	srf-type TF	26.9 ± 3.6^a^	17.1 ± 4.8	0.7↑	0.6↑
	10,943	ste3	0.8 ± 0.1^b^	0.3 ± 0.1	1.4↑	1.0↑
	3687	sho1	9.4 ± 2.5^a^	6.0 ± 3.6	0.7↑	0.5↑
	11,761	basic-leucine zipper TF	810.9 ± 35.2^a^	1349.3 ± 90.4	0.7↓	0.5↓
	9587	basic helix-loop-helix (bHLH) TF	101.4 ± 21.4^a^	50.8 ± 17.8	1↑	0.8↑

Data are given as means ± SD, n = 3.

^a^ *p* < 0.05 compared with the control.

^b^ *p* < 0.01 compared with the control.

Reannotated to GO terms, the DEGs were divided into 50 categories under three GO domains of molecular function (MF), cellular component (CC), and biological process (BP), respectively (Figure 6A). A total of 735 DEGs were annotated as various GO terms, including “molecular function”, “cytoplasm”, “nucleus”, “transmembrane transport”, “RNA polymerase”, “biological process”, “integral component of membrane”, “cytosol”, “cellular component”, “transmembrane transporter activity”, “acetyl-CoA metabolic process” and “NADH oxidation” with *p*-value < 0.001 (Figure 6B). 

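Subunits of the RNA polymerases led the GO terms enriched among the genes higher in the S group. Of 13 tested genes of the RNA polymerase III complex, which makes transfer RNA and 5S ribosomal RNA, 12 rose (adjusted p = 4.06e-06, Fisher's exact test). For RNA polymerase I, which makes ribosomal RNA, 10 of 12 rose (adjusted p = 0.000241), and for the core of RNA polymerase II, which makes messenger RNA, 10 of 13 rose (adjusted p = 0.000693). The nucleolus, where ribosomes are assembled, had 38 of 116 genes higher (adjusted p = 0.0153). The large mitochondrial ribosomal subunit had 10 of 20 higher (adjusted p = 0.0468). The cytosolic large ribosomal subunit was enriched among the lower genes, with 10 of 57 lower and 6 higher (adjusted p = 0.00202, and 0.206 with centred libraries). Fisher's test did not match genes on abundance, and the most abundant decile held 113 of the 185 lower genes. It therefore cannot tell this enrichment from the trend with abundance. After quantile normalization 0 genes of the KEGG ribosome map were lower. The GO terms above share genes, since several subunits belong to more than 1 polymerase. In all, 13 of 354 terms with at least 10 tested genes were enriched among the higher genes and 3 among the lower ones, with the 4242 tested genes that carry a GO term as the background. With each library centred on its median, 2 terms were enriched among higher genes and 2 among lower ones. The higher ones were the core of RNA polymerase II (adjusted p = 0.00317) and the cytoplasm (0.00736), and the lower ones were intracellular protein transport, with 22 of 52 genes lower (adjusted p = 0.00381), and the plasma membrane, with 46 of 152 lower (0.00381), while RNA polymerase III stood at 0.395, RNA polymerase I at 0.554, the nucleolus at 1.00 and the large mitochondrial ribosomal subunit at 1.00.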

Meanwhile, DEGs were enriched into 19 functional KEGG groups of the “cellular processes”, “environmental information processing”, “genetic information processing”, “human disease” and “metabolism” (Figure 7A). A total of 788 DEGs were categorized into the pathways, including “purine metabolism”, “pyrimidine metabolism”, “spliceosome”, “nucleocytoplasmic transport”, “MAPKs signaling pathway-yeast”, “amino acid metabolism”, “steroid biosynthesis”, “Nucleocytoplasmic transport”, “Glycolysis/Gluconeogenesis”, “Pyruvate metabolism”, “ABC transporter”, “terpenoid backbone biosynthesis” and “fatty acid degradation” with *p*-value < 0.001 (Figure 7B).

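RNA polymerase subunits rose together in the S group, with a median log2 fold change of 0.58. Of 29 tested subunits, 22 rose and 0 fell (25 and 0 adjusted over the list alone, 25 and 0 at an unadjusted p under 0.05 from limma, 9 and 3 with centred libraries, 10 and 0 after quantile normalization). Gene 10481, subunit L, stood at 33.9 ± 0.585 (SD, n = 3) FPKM in the S group and 18.9 ± 2.16 (SD, n = 3) in the C group, and gene 6969, a subunit shared with RNA polymerase III, at 128 ± 15.0 FPKM in the S group and 70.9 ± 11.6 in the C group. Of 107 spliceosome genes, which remove introns, 36 rose and 1 fell (39 and 1 adjusted over the list alone, 14 and 21 with centred libraries, 17 and 4 after quantile normalization), the rises including gene 1743, the U6-associated protein LSm7, with a log2 fold change of 1.26 (SE 0.14, adjusted p = 0.000941). The spliceosome gene that fell, gene 2825 (RRM motif-containing protein, −0.42), is named after its values were seen. Ribosomal proteins went both ways, except after quantile normalization: 19 of 116 genes in the KEGG ribosome map rose and 16 fell (24 and 20 adjusted over the list alone, 5 and 32 with centred libraries, 10 and 0 after quantile normalization). Gene 3229, the 40S ribosomal protein S9, fell from 6001 ± 242 FPKM in the C group to 4859 ± 129 in the S group (adjusted p = 0.00789). Part of the map is mitochondrial: without genes so described, a split chosen after seeing the data, 12 of 100 rose and 16 fell (15 and 20 adjusted over the list alone, 2 and 31 with centred libraries, 7 and 0 after quantile normalization). Of 32 mitochondrial ribosomal proteins, 14 rose and 0 fell (16 and 0 adjusted over the list alone, 17 and 0 at an unadjusted p under 0.05 from limma, 4 and 2 with centred libraries, 4 and 0 after quantile normalization). Of 79 ribosome biogenesis genes, 25 rose and 2 fell (31 and 2 adjusted over the list alone, 9 and 10 with centred libraries, 6 and 1 after quantile normalization). The genes that fell there were gene 7273, a predicted Zn-dependent hydrolase, and, named after its values were seen, gene 6851, the centromere microtubule binding protein Cbf5 (−0.29). By Fisher's exact test over 98 KEGG maps, 5 were enriched among higher genes. They were RNA polymerase (adjusted p = 1.19e-09), purine metabolism (1.77e-08), pyrimidine metabolism (0.000626), spliceosome (0.00131) and ribosome biogenesis (0.0411), and the ribosome was enriched among lower genes (adjusted p = 0.000289). Since 113 of the 185 lower genes lay in the most abundant decile and the test was not matched on abundance, it cannot tell the ribosome's enrichment from that trend. With centred libraries RNA polymerase, purine metabolism and pyrimidine metabolism stayed enriched among higher genes (adjusted p = 0.00114, 7.70e-05 and 0.0246), while the spliceosome, ribosome biogenesis and, among lower genes, the ribosome did not pass (0.0780, 0.770 and 0.350). Both nucleotide maps contain the RNA polymerase subunits. Without these, a split chosen after seeing the data, 23 of 73 purine genes rose and 0 fell (11 and 5 with centred libraries). For pyrimidine metabolism, 6 of 43 then rose and 1 fell (3 and 4 with centred libraries), beside 381 higher of the 2107 annotated genes. The camera test placed RNA polymerase subunits above other genes (adjusted p = 6.88e-05), mitochondrial ribosomal proteins above them (0.0138) and the ribosome map below them (0.00300), and none of these calls held at an adjusted p = 0.845 with an estimated correlation. Neither the spliceosome nor the ribosome biogenesis genes stood apart from other genes (camera adjusted p = 0.267 and 0.118). Quantile normalization ended the calls of genes 3229 and 6851 (adjusted p = 0.825 and 0.109). On leaving out 1 library, calls were lost for gene 2825 (adjusted p = 0.0707 to 0.139 without C1, C2, S1, S2 or S3) and gene 6851 (adjusted p = 0.0703 to 0.130 without C2, S2 or S3). Without a mean-variance trend, limma did not call genes 2825, 3229 and 6851. Among the groups, the number of RNA polymerase subunits that rose was 9 without S2, and the number of RNA polymerase subunits that fell was 1 without C3, the number of spliceosome genes that rose was 17 to 21 without C2, S2 or S3, and the number of spliceosome genes that fell was 0 to 4 without C1, C2, C3, S2 or S3, the number of ribosome genes that rose was 7 to 12 without C2, S2 or S3, and the number of ribosome genes that fell was 4 to 9 without C2, C3, S2 or S3, the number of mitochondrial ribosomal proteins that rose was 6 to 8 without C2, S2 or S3, and the number of ribosome biogenesis genes that rose was 9 to 15 without C2, S2 or S3, and the number of ribosome biogenesis genes that fell was 1 without C2, S2 or S3.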

**FIGURE 6:**
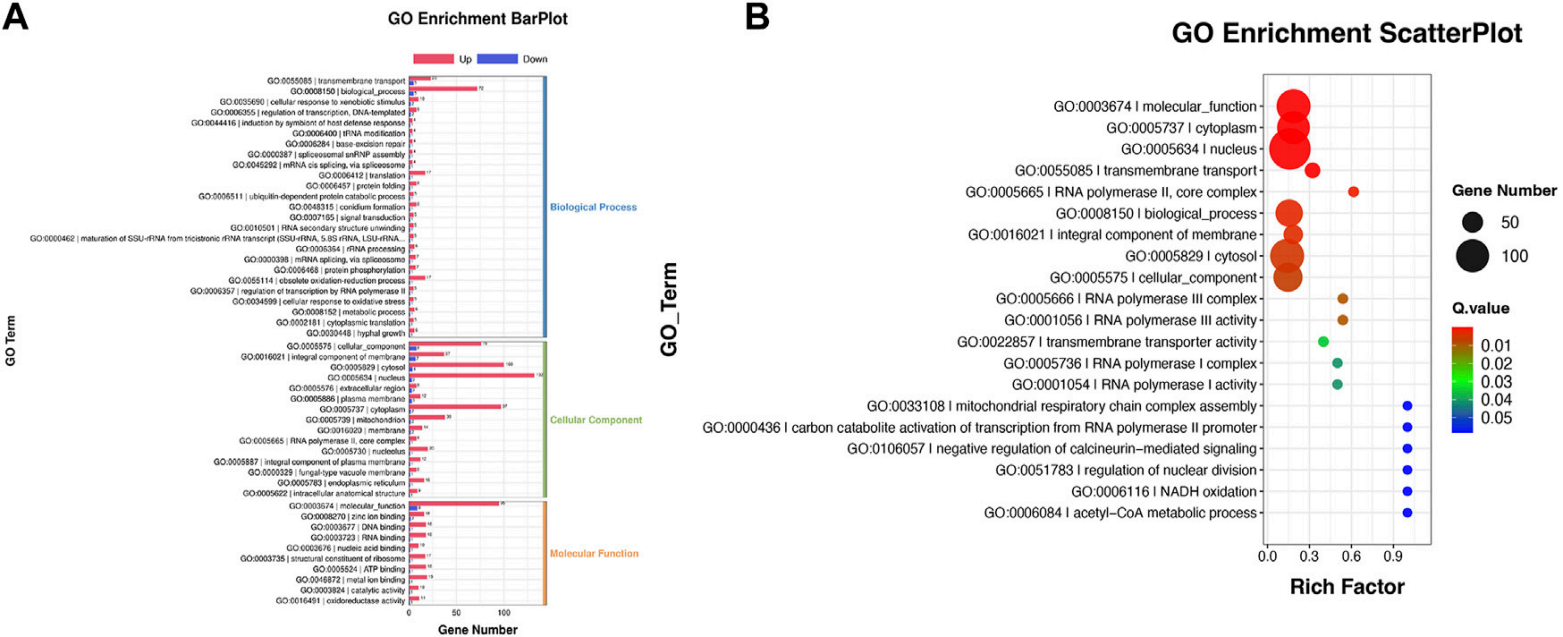
GO annotation of the DEGs between the cells from SA-treatment and SA-free conditions. **(A)** GO enrichment BarPlot. The numbers on the bar chart represent the number of DEGs in every GO term. **(B)** GO enrichment ScatterPlot. The circle sizes represent DEGs number in every GO term, the various colors represent the rich significance.

**FIGURE 7:**
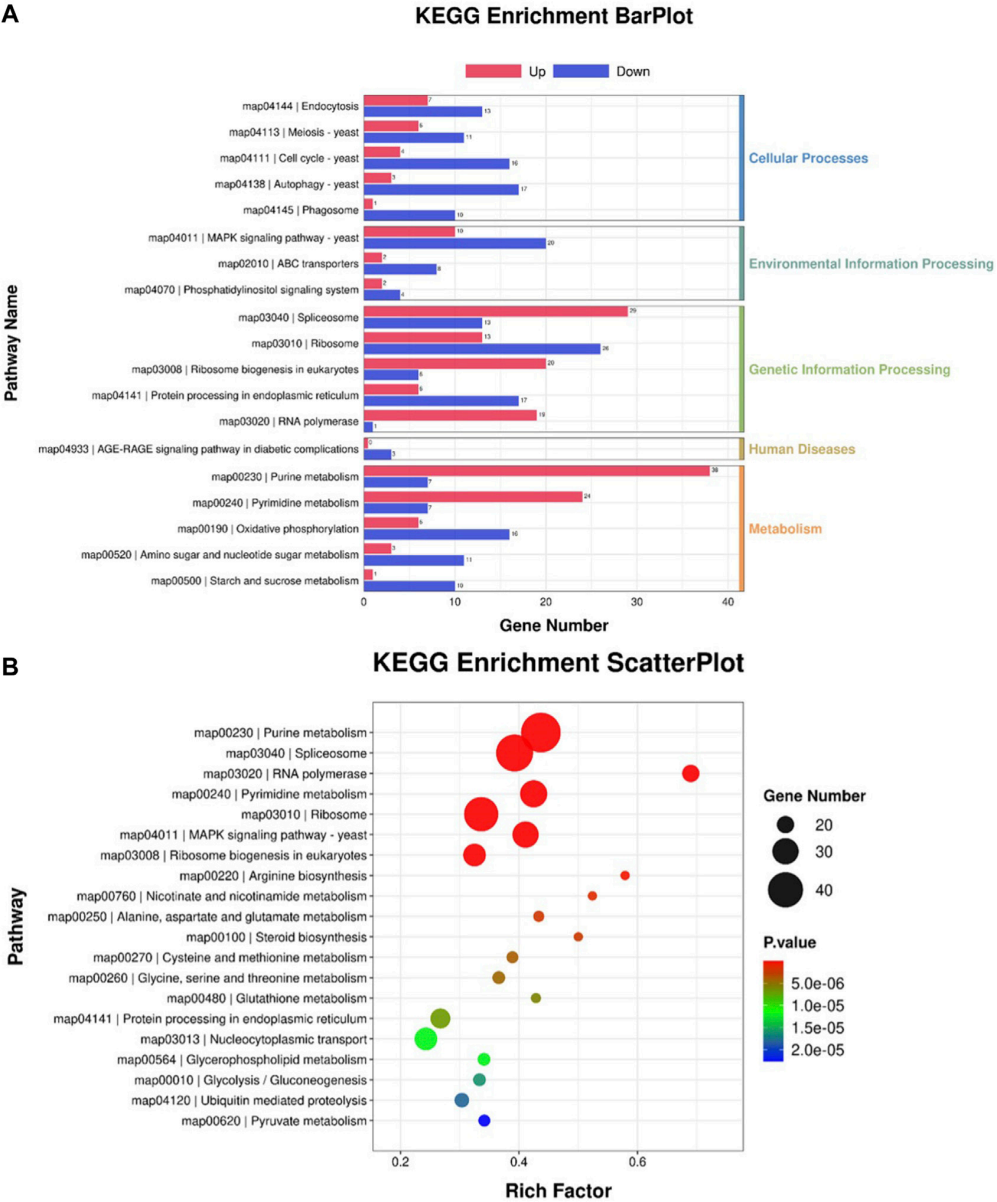
KEGG annotation of the DEGs between the cells from SA-treatment and SA-free conditions. **(A)** KEGG enrichment BarPlot. The numbers on the bar chart represent the number of DEGs in every KEGG term. **(B)** KEGG enrichment ScatterPlot. The circle sizes represent DEGs number in every KEGG term, the various colors represent the rich significance.

### 3.5 Global regulation network induced by SA for astaxanthin accumulation

#### 3.5.1 The DEGs related to astaxanthin biosynthesis

Based on the enrichment of the DEGs to GO or KEGG database, global regulation network induced by SA for astaxanthin accumulation was further analyzed. It was found that not only astaxanthin biosynthesis, but also central carbon metabolism, fatty acid metabolism, sterol metabolism, anti-stress, transportation, DNA metabolism and signal transduction were regulated by SA treatment (Table 1). 

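Of 8 genes of the list of carotenoid synthesis, 4 rose and 1 fell (4 and 1 adjusted over the list alone, 0 and 1 with centred libraries, 0 and 1 after quantile normalization). The risers include gene 3331, whose description is that of an enzyme that cleaves β-carotene rather than one of its synthesis. As a whole the carotenoid list did not stand apart from other genes (camera adjusted p = 0.481). Astaxanthin synthase (*CrtS*, gene 2447), which oxidizes β-carotene to astaxanthin, lies on contig LN483142.1 from 1164497 to 1168569 on the plus strand with 18 exons. It stood at 88.2 ± 9.47 (SD, n = 3) FPKM in the S group and 66.7 ± 5.45 (SD, n = 3) in the C group, a log2 fold change of 0.40 (SE 0.12, adjusted p = 0.0347 from limma). Phytoene-β-carotene synthase (gene 3233), which makes phytoene and closes the rings of β-carotene, stood at 81.0 ± 20.9 FPKM in the S group and 53.5 ± 3.30 in the C group (log2 fold change 0.57, adjusted p = 0.0323). Phytoene dehydrogenase (gene 3359), which desaturates phytoene, stood at 477 ± 41.4 FPKM in the S group and 387 ± 24.4 in the C group (adjusted p = 0.0390), and gene 3331, related to β-carotene dioxygenase, at 22.4 ± 6.18 FPKM in the S group and 13.1 ± 2.07 in the C group (adjusted p = 0.0276). Geranylgeranyl pyrophosphate synthase (gene 7795), which makes the precursor of phytoene, fell from 489 ± 47.1 FPKM in the C group to 358 ± 23.3 in the S group (adjusted p = 0.0104). A further gene described as astaxanthin synthetase (gene 4765) had a log2 fold change of 0.24 (adjusted p = 0.191), which turned to −0.03 with centred libraries. The others that did not pass were a geranylgeranyl pyrophosphate or polyprenyl synthase (gene 1723, 0.28, adjusted p = 0.139) and a phytoene/squalene synthetase (gene 10755, 0.29, adjusted p = 0.269), at 0.01 and 0.02 with centred libraries and 0.02 and −0.06 after quantile normalization. Centring the libraries ended the calls of genes 2447, 3233, 3359 and 3331 (adjusted p = 0.406, 0.183, 0.870 and 0.0803), and quantile normalization those of genes 2447, 3233, 3359 and 3331 (0.173, 0.144, 0.0923 and 0.128). By library left out, calls were lost for gene 2447 (adjusted p = 0.0518 to 0.145 without any 1 of the 6 libraries), gene 3233 (adjusted p = 0.0761 to 0.100 without C2, C3 or S3), gene 3359 (adjusted p = 0.0542 to 0.147 without C2, C3, S1, S2 or S3) and gene 3331 (adjusted p = 0.0597 to 0.0963 without C2, C3 or S3). A limma fit without the trend did not call genes 2447, 3233, 3359 and 3331, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 2447, 3233 and 3359. In the list, the number of genes that rose was 0 to 2 without C2, C3, S1, S2 or S3.

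**Figure D2:**
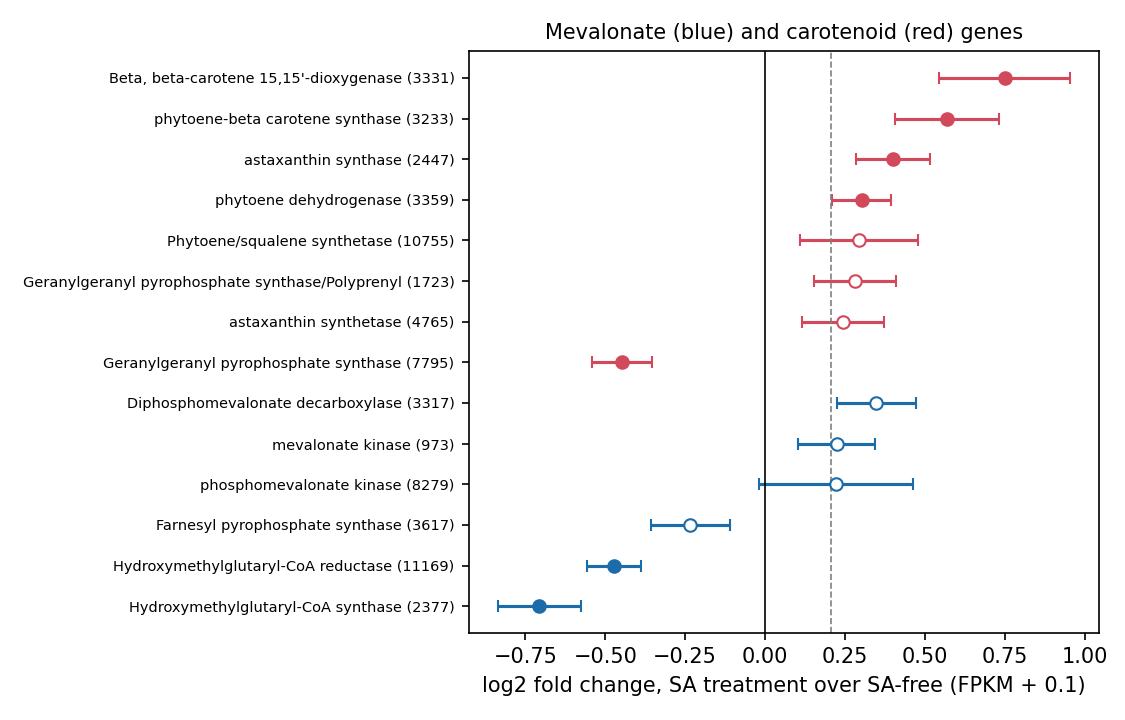
Log2 fold change of FPKM + 0.1 (SA treatment over SA-free, n = 3 libraries per group) of the mevalonate genes (blue) and carotenoid genes (red). Points are estimates, bars are standard errors, filled points pass an adjusted p of 0.05, and the dashed line marks the median of all tested genes at 0.21. Gene 7795 in red and genes 2377 and 11169 in blue are the filled points below 0; genes 4765, 973 and 8279 lie just above the dashed line and turn below 0 with centred libraries.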

Notably, only the astaxanthin synthase (*CrtS*) in astaxanthin biosynthesis, which catalyze β-carotene to astaxanthin through an oxidation reaction, was induced by 1.5-fold under SA treatment, with the other genes related to astaxanthin biosynthesis not significantly changed (Table 1). The result suggested that SA regulated not only the astaxanthin biosynthesis pathway but also the global metabolic network to induce the cell growth and astaxanthin accumulation in *P. rhodozyma*.

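Of the 33 genes of Table 1, 26 were higher and 4 lower in the S group at an adjusted p under 0.05, and 3 did not pass the test (28 and 4 adjusted over the list alone). The lower genes were hydroxymethylglutaryl-CoA synthase (gene 2377), the oligopeptide transporter (gene 11031), thymidylate synthase (gene 12339) and the basic-leucine zipper factor (gene 11761). The genes that did not pass were cytochrome P450 (gene 10215), STE3 (gene 10943) and the isocitrate dehydrogenase gene listed there (gene 8393). The study chose these genes from the same libraries, so their direction is not independent evidence. With each library centred on its median, 18 were higher and 5 lower, and after quantile normalization 15 and 5. The paper proposes that SA acted on the global metabolic network as well as on the astaxanthin pathway.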

#### 3.5.2 The DEGs related to the global regulation network induced by SA

In the central carbon metabolism, the genes encoding pyruvate kinase and isocitrate dehydrogenase, which catalyzes the conversion of phosphoenolpyruvate and ADP to pyruvate and ATP in glycolysis, and catalyzes isocitrate to alpha-ketoglutarate and NADPH, were upregulated to 1.3- and 1.2- fold in the SA-treatment condition, respectively (Table 1). 

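Pyruvate kinase (gene 11901, contig LN483345.1 from 727855 to 730250) stood at 104 ± 8.50 (SD, n = 3) FPKM in the S group and 41.9 ± 5.48 (SD, n = 3) in the C group, a log2 fold change of 1.32 (SE 0.13, adjusted p = 0.000673). In the larger KEGG map of glycolysis and gluconeogenesis, 7 of 45 tested genes rose and 2 fell. Of 18 glycolysis genes matched by their descriptions, 5 rose and 0 fell (7 and 0 adjusted over the list alone, 7 and 0 at an unadjusted p under 0.05 from limma, 1 and 0 with centred libraries, 3 and 1 after quantile normalization). Besides pyruvate kinase the risers were phosphoglycerate kinase (gene 249, log2 fold change 0.67), phosphoglycerate mutase (gene 4571, 0.69, and gene 3147, 0.64, the latter named after its values were seen) and enolase (gene 3063, 0.49), all of the lower part of the pathway. Isocitrate dehydrogenase under the gene ID of Table 1 (gene 8393) stood at 30.4 ± 0.572 FPKM in the S group and 36.0 ± 3.67 in the C group, a log2 fold change of −0.24 (adjusted p = 0.185). Another isocitrate dehydrogenase gene (gene 11923) stood at 186 ± 74.2 FPKM in the S group and 82.5 ± 21.4 in the C group (log2 fold change 1.13, adjusted p = 0.0122), and gene 11925, also described as isocitrate dehydrogenase, had a log2 fold change of 0.55 (adjusted p = 0.0440). Of 29 genes of the tricarboxylic acid cycle, 4 rose and 1 fell (2 and 0 adjusted over the list alone, 6 and 2 at an unadjusted p under 0.05 from limma, 0 and 8 with centred libraries, 2 and 2 after quantile normalization). The others that changed were aconitate hydratase (gene 5821, 0.57), ATP-citrate synthase (gene 4043, 0.37), which is a cytosolic enzyme, and, named after its values were seen, fumarate hydratase (gene 11599, −0.26). Neither the glycolysis list nor that of the cycle stood apart from other genes (camera adjusted p = 0.854 and 0.215). Centred libraries ended the calls of genes 249, 4571, 3147, 3063, 11923, 11925, 5821 and 4043 (adjusted p = 0.0502, 0.234, 0.128, 0.170, 0.0536, 0.321, 0.270 and 0.562), and quantile normalization those of genes 4571, 3147, 11925, 5821 and 11599 (0.244, 0.226, 0.0920, 0.0590 and 0.0624). When 1 library was left out, calls were lost for gene 4571 (adjusted p = 0.0703 to 0.116 without C1, C2, S1, S2 or S3), gene 3147 (adjusted p = 0.0588 to 0.159 without C2, C3, S1, S2 or S3), gene 11925 (adjusted p = 0.0576 to 0.139 without C1, C2, S1 or S3), gene 5821 (adjusted p = 0.0900 to 0.0993 without C2 or S3), gene 4043 (adjusted p = 0.0513 to 0.0574 without C2, S2 or S3) and gene 11599 (adjusted p = 0.0543 to 0.187 without C1, C2, S1, S2 or S3). Limma without a mean-variance trend did not call genes 4571, 3147, 11925, 5821, 4043 and 11599, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 4571, 3063, 11923, 11925, 5821 and 4043. In the lists, the number of glycolysis genes that rose was 3 without C2, S2 or S3, and the number of genes of the cycle that rose was 1 without C2 or S3, and the number of genes of the cycle that fell was 0 to 3 without any 1 of the 6 libraries.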

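The gene with the ID that Table 1 gives for fatty acid synthase (gene 10399) carries the description SUR7/PalI, a membrane protein of the cell cortex, and stood at 102 ± 8.22 (SD, n = 3) FPKM in the S group and 78.4 ± 9.67 (SD, n = 3) in the C group, a log2 fold change of 0.38 (SE 0.12, adjusted p = 0.0456). The genes described as the alpha and beta subunits of the fatty acid synthase complex, named here after their values were seen, did not pass the test. The alpha subunit (gene 3939) stood at 555 ± 12.8 FPKM in the S group and 543 ± 29.3 in the C group (adjusted p = 0.768) and the beta subunit (gene 4989) at 653 ± 25.0 FPKM in the S group and 631 ± 53.1 in the C group (adjusted p = 0.679), and their log2 fold changes of 0.04 and 0.05 turned to −0.24 and −0.22 with centred libraries. Of 8 fatty acid synthesis genes, 1 rose and 0 fell (1 and 0 adjusted over the list alone, 1 and 0 at an unadjusted p under 0.05 from limma, 0 and 1 with centred libraries, 1 and 1 after quantile normalization), and the riser was ATP-citrate synthase (gene 4043), which supplies acetyl-CoA. Cytochrome P450 of the CYP2 subfamily (gene 10215) was low, at 0.804 ± 0.370 FPKM in the S group and 0.347 ± 0.0273 in the C group (adjusted p = 0.125). Of 27 fatty acid degradation genes, 2 rose and 1 fell (0 and 0 adjusted over the list alone, 8 and 2 at an unadjusted p under 0.05 from limma, 0 and 4 with centred libraries, 0 and 4 after quantile normalization). The risers were gene 7455, whose description reads only alcohol (log2 fold change 1.60, adjusted p = 0.0365), and a cytochrome P450 of the CYP4/CYP19/CYP26 subfamilies (gene 2391, 0.57, adjusted p = 0.0372), and the gene that fell was gene 1265, described as acetyl-c-acyltransferase (−0.30, adjusted p = 0.0394). Centring on the library median ended the calls of genes 10399, 7455 and 2391 (adjusted p = 0.470, 0.0810 and 0.196), and quantile normalization those of genes 10399, 7455 and 2391 (0.169, 0.104 and 0.207). Without 1 library, calls were lost for gene 10399 (adjusted p = 0.0633 to 0.163 without C2, C3, S1, S2 or S3), gene 7455 (adjusted p = 0.0904 to 0.123 without C2 or C3), gene 2391 (adjusted p = 0.0689 to 0.137 without C2, C3, S1, S2 or S3) and gene 1265 (adjusted p = 0.0859 to 0.116 without C1, C2, S1, S2 or S3). Without a mean-variance trend, limma did not call genes 10399, 7455, 2391 and 1265, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 10399, 7455 and 2391. In the lists, the number of degradation genes that rose was 0 to 6 without C1, C2, C3, S2 or S3, and the number of degradation genes that fell was 0 to 2 without any 1 of the 6 libraries, and the number of synthesis genes that rose was 0 to 2 without C2, C3, S2 or S3.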

In fatty acid metabolism, the fatty acid synthase and cytochrome P450 played important roles in fatty acid synthesis and degradation and were down- and upregulated by 0.7- and 1.2- fold under the SA treatment condition, respectively (Table 1). Sterol synthesis shares the same precursor Acetyl-CoA with astaxanthin synthesis, thus, is competitive pathway of the astaxanthin synthesis. The expression of Hydroxymethylglutaryl-CoA synthase gene, which is essential in sterol synthesis pathway, was reduced by 0.7-fold under the SA treatment condition (Table 1). 

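Hydroxymethylglutaryl-CoA synthase (gene 2377) stood at 467 ± 26.1 (SD, n = 3) FPKM in the S group and 771 ± 161 (SD, n = 3) in the C group, a log2 fold change of −0.71 (SE 0.13, adjusted p = 0.00650). Hydroxymethylglutaryl-CoA reductase (gene 11169), the rate-limiting enzyme of the mevalonate pathway that feeds both sterols and carotenoids, also fell, to 548 ± 39.5 FPKM from 760.1 ± 51.9 (adjusted p = 0.00593). Of 6 mevalonate genes, 0 rose and 2 fell (1 and 2 adjusted over the list alone, 1 and 2 at an unadjusted p under 0.05 from limma, 0 and 3 with centred libraries, 0 and 3 after quantile normalization). Among the 4 that did not pass, diphosphomevalonate decarboxylase (gene 3317) had a log2 fold change of 0.35 (adjusted p = 0.0653, 0.630 with centred libraries), farnesyl pyrophosphate synthase (gene 3617) had a log2 fold change of −0.23 (adjusted p = 0.191, 0.0115 with centred libraries), and mevalonate kinase (gene 973) and phosphomevalonate kinase (gene 8279) had 0.22 and 0.22, which turned to −0.05 and −0.05 with centred libraries and −0.05 and −0.19 after quantile normalization. Of 22 genes of sterol synthesis after farnesyl diphosphate, 5 rose and 4 fell (5 and 4 adjusted over the list alone, 1 and 7 with centred libraries, 2 and 4 after quantile normalization). Lanosterol synthase (gene 2183), which closes the sterol rings, fell from 758 ± 47.7 FPKM in the C group to 547 ± 40.9 (adjusted p = 0.00595), and C-8,7 sterol isomerase (gene 6775) had a log2 fold change of −0.52 (adjusted p = 0.00770). C-14 reductase (gene 11115, −0.29) and C-24 methyltransferase (gene 10263, −0.26) fell as well, and the risers were C-24 reductase (gene 2739, 0.78), a sterol reductase or lamin B receptor (gene 2737, 0.77), C-4 methyl sterol oxidase (gene 7061, 1.27), C-8 isomerase (gene 6555, 0.39) and gene 10485 (1.12). Genes 11115, 10263, 2737, 7061 and 6555 are named after their values were seen. The description of gene 10485, suppressor of G2 allele of skp1, is that of a co-chaperone rather than a sterol enzyme. With centred libraries the test ended the calls of genes 2739, 2737, 7061 and 6555 (adjusted p = 0.0873, 0.0802, 0.0924 and 0.433), and quantile normalization those of genes 10263, 2739, 2737 and 7061 (0.0969, 0.151, 0.131 and 0.0896). On leaving out 1 library, calls were lost for gene 11115 (adjusted p = 0.0571 to 0.161 without C1, C2, S1, S2 or S3), gene 10263 (adjusted p = 0.0669 to 0.100 without C2, C3, S2 or S3), gene 2739 (adjusted p = 0.0582 to 0.0621 without C2 or S3), gene 2737 (adjusted p = 0.0649 to 0.0730 without C2 or S3), gene 7061 (adjusted p = 0.0539 to 0.0897 without C2, S2 or S3) and gene 6555 (adjusted p = 0.0685 to 0.107 without S2 or S3). A limma fit without the trend did not call genes 11115, 10263, 7061 and 6555, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 7061 and 6555. In the lists, the number of sterol genes that rose was 1 to 3 without C2, S2 or S3, and the number of sterol genes that fell was 2 without C2, S2 or S3.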

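Glutathione S-transferase (gene 9309), which conjugates toxic compounds to glutathione, stood at 188 ± 27.2 (SD, n = 3) FPKM in the S group and 40.4 ± 5.64 (SD, n = 3) in the C group, a log2 fold change of 2.21 (SE 0.14, adjusted p = 8.13e-05). Another glutathione S-transferase (gene 10049) stood at 230.4 ± 34.5 FPKM in the S group and 61.3 ± 14.0 in the C group (adjusted p = 0.000523). Catalase (gene 11321), which breaks down hydrogen peroxide, stood at 48.9 ± 2.32 FPKM in the S group and 31.5 ± 2.47 in the C group (adjusted p = 0.00650). Gene 3693, which the paper lists as thioredoxin, is described as a 4a/4b type thioredoxin-like protein, a name that does not by itself make it an antioxidant enzyme. It stood at 30.8 ± 4.88 FPKM in the S group and 14.6 ± 4.90 in the C group (adjusted p = 0.0117). Thioredoxin (gene 10965), a disulfide reductase, stood at 114 ± 12.7 FPKM in the S group and 68.3 ± 3.44 in the C group (adjusted p = 0.00303). Peroxiredoxin (gene 7839), which reduces peroxides, stood at 21.2 ± 4.11 FPKM in the S group and 11.7 ± 1.65 in the C group (log2 fold change 0.84, adjusted p = 0.0109). Spermine/spermidine synthase (gene 7785), an enzyme of polyamine synthesis, had 13.6 ± 1.58 FPKM in the S group and 5.87 ± 0.773 in the C group (log2 fold change 1.20, adjusted p = 0.00269). Of 51 antioxidant genes, 12 rose and 2 fell (14 and 2 adjusted over the list alone, 8 and 8 with centred libraries, 8 and 2 after quantile normalization). The genes that fell, named after their values were seen, were a protein with a thioredoxin-like fold (gene 985, −0.35) and a glutaredoxin (gene 9829, −0.29). The list as a whole did not stand apart from other genes (camera adjusted p = 0.570). Centring the libraries ended the call of gene 7839 (adjusted p = 0.0707), and quantile normalization those of genes 7839 and 9829 (0.135 and 0.0563). By library left out, calls were lost for gene 985 (adjusted p = 0.0703 to 0.100 without C2, S2 or S3) and gene 9829 (adjusted p = 0.0507 to 0.0663 without C2, S2 or S3). Limma without a mean-variance trend did not call genes 985 and 9829. In the list, the number of genes that fell was 0 to 4 without C2, C3, S2 or S3.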

SA treatment induced the glutathione S-transferase, catalase, peroxiredoxin, thioredoxin, and spermine/spermidine synthase by 2.2-, 0.6-, 0.6-, 1.1- and 1.2- fold compared to the SA-free group. The main functions of these genes are detoxication and antioxidation, thus, they were listed as the anti-stress group (Table 1). Meanwhile, SA induced the global biomolecules transportations or permeases in *P. rhodozyma*. 

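Copper transporter (gene 4787) stood at 55.1 ± 13.8 (SD, n = 3) FPKM in the S group and 14.7 ± 2.68 (SD, n = 3) in the C group (adjusted p = 0.000941), magnesium transporter of the CorA family (gene 12365) at 25.7 ± 1.59 FPKM in the S group and 15.6 ± 2.05 in the C group (adjusted p = 0.00835), and iron permease FTR1 (gene 7953), which takes up iron, had a log2 fold change of 0.63. Over all 6113 tested genes, 1218 rose and 185 fell. The camera test set neither the metal ion, the amino acid nor the ABC transporters apart from other genes (adjusted p = 0.440, 0.215 and 0.0519). Of 33 metal ion transporters and related reductases, 5 rose and 0 fell (5 and 0 adjusted over the list alone, 9 and 1 at an unadjusted p under 0.05 from limma, 3 and 7 with centred libraries, 2 and 5 after quantile normalization). The remaining risers are not transporters: gene 11619, described as a ferric reductase or NADPH oxidase (0.80), and, named after its values were seen, gene 10351, a zinc-binding oxidoreductase (1.71). Of 29 amino acid transporters, 8 rose and 1 fell (8 and 1 adjusted over the list alone, 6 and 3 with centred libraries, 5 and 2 after quantile normalization). General amino acid permease (gene 11455) stood at 18.9 ± 7.68 FPKM in the S group and 5.14 ± 1.37 in the C group (adjusted p = 0.00374) and an amino acid transporter (gene 3671) at 65.7 ± 9.14 FPKM in the S group and 22.3 ± 6.28 in the C group (adjusted p = 0.00174). γ-Aminobutyrate permease (gene 7263) had a log2 fold change of 0.66 (adjusted p = 0.0104), and the vacuolar amino acid transporter 3 (gene 4177) fell, with −0.37. Uridine permease/thiamine transporter (gene 11091) stood at 162 ± 42.4 FPKM in the S group and 63.5 ± 9.33 in the C group (adjusted p = 0.00240), S-adenosylmethionine transporter (gene 8291) at 36.8 ± 14.5 FPKM in the S group and 17.2 ± 2.79 in the C group (adjusted p = 0.0179), and the fluoride ion transporter CrcB (gene 5465) had a log2 fold change of 0.74 (adjusted p = 0.0242). Of 28 ABC transporters, 2 rose and 1 fell (1 and 1 adjusted over the list alone, 1 and 9 with centred libraries, 1 and 4 after quantile normalization). They were the multidrug resistance-associated transporter (gene 625), at 177 ± 33.1 FPKM in the S group and 82.6 ± 2.88 in the C group (adjusted p = 0.00141), a multidrug/pheromone exporter (gene 5885, 0.56) and, lower, gene 8417 (−0.28), described as a p-loop nucleoside triphosphate hydrolase. Oligopeptide transporter (gene 11031) fell from 19.6 ± 4.74 FPKM in the C group to 12.1 ± 1.11 (adjusted p = 0.0267). Centred libraries ended the calls of genes 7953, 10351, 8291, 5465 and 5885 (adjusted p = 0.113, 0.0588, 0.0604, 0.0650 and 0.181), and quantile normalization those of genes 7953, 11619, 10351, 7263, 8291, 5465, 5885 and 8417 (0.0706, 0.0620, 0.102, 0.0522, 0.0813, 0.104, 0.181 and 0.0534). When 1 library was left out, calls were lost for gene 11619 (adjusted p = 0.0525 to 0.0796 without C3, S2 or S3), gene 10351 (adjusted p = 0.0702 to 0.117 without C3, S1 or S3), gene 4177 (adjusted p = 0.0500 without S2), gene 8291 (adjusted p = 0.0568 without C2), gene 5465 (adjusted p = 0.0505 to 0.0979 without S1 or S3), gene 5885 (adjusted p = 0.0669 to 0.141 without C2, C3, S1, S2 or S3), gene 8417 (adjusted p = 0.0504 to 0.0568 without C2 or S2) and gene 11031 (adjusted p = 0.0533 to 0.0898 without C1, S2 or S3). Without a mean-variance trend, limma did not call genes 4177, 5885 and 8417, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 7953 and 5885. In the lists, the number of metal ion genes that rose was 3 without C3 or S3, and the number of metal ion genes that fell was 1 without C3, and the number of amino acid transporters that fell was 0 without S2, and the number of ABC transporters that rose was 1 without C2, C3, S2 or S3, and the number of ABC transporters that fell was 0 to 2 without C1, C2 or S2.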

The transporters or permeases of various biomolecules, such as metal ions, amino acid, thiamine, polyamine, gamma-aminobutyrate, S-adenosylmethionine received different degrees of induction from SA with the only exception that oligopeptide transporter was inhibited by SA. In addition, the thymidylate synthase, inosine triphosphate pyrophosphatase, thymidylate kinase, guanylate kinase and glutamine synthase, which were involved in nucleotide synthesis and divided into the DNA metabolism group, were induced by 1.2-, 0.9-, 1.6-, 0.5- and 1.7-fold by SA treatment (Table 1). 

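Thymidylate synthase (gene 12339), which makes dTMP from dUMP, was lower in the S group, at 73.9 ± 2.56 (SD, n = 3) FPKM in the S group and 112 ± 4.40 (SD, n = 3) in the C group, a log2 fold change of −0.60 (SE 0.10, adjusted p = 0.00363). Guanylate kinase (gene 11695), which phosphorylates GMP, stood at 6.73 ± 0.576 FPKM in the S group and 2.25 ± 0.739 in the C group (log2 fold change 1.58, adjusted p = 0.00343). Inosine triphosphate pyrophosphatase (gene 1329), which clears ITP, stood at 56.6 ± 3.51 FPKM in the S group and 36.1 ± 4.50 in the C group (adjusted p = 0.00747), thymidylate kinase (gene 8807) at 7.36 ± 1.44 FPKM in the S group and 4.44 ± 0.362 in the C group (adjusted p = 0.0361) and glutamine synthetase (gene 8869) at 12.3 ± 1.13 FPKM in the S group and 6.89 ± 0.925 in the C group (adjusted p = 0.00922). Of 102 genes in the KEGG purine map, 45 rose and 0 fell (56 and 0 adjusted over the list alone, 58 and 2 at an unadjusted p under 0.05 from limma, 20 and 8 with centred libraries, 20 and 4 after quantile normalization). They included guanylate kinase and also pyruvate kinase (gene 11901), an enzyme of glycolysis. Of 72 genes in the pyrimidine map, 28 rose and 1 fell (33 and 1 adjusted over the list alone, 12 and 7 with centred libraries, 12 and 4 after quantile normalization), the rises including orotate phosphoribosyltransferase (gene 11639, 1.03), which makes orotidine monophosphate, and the fall being thymidylate synthase. Both maps contain the 29 RNA polymerase subunits, which use nucleotides and do not make them. Without these, a split chosen after seeing the data, 23 of 73 purine genes rose and 0 fell (26 and 0 adjusted over the list alone, 33 and 2 at an unadjusted p under 0.05 from limma, 11 and 5 with centred libraries, 10 and 4 after quantile normalization), and 6 of 43 pyrimidine genes rose and 1 fell (5 and 1 adjusted over the list alone, 3 and 4 with centred libraries, 2 and 4 after quantile normalization). The camera test placed the full purine and pyrimidine lists above other genes (adjusted p = 0.00163 and 0.0332), which was lost at an adjusted p = 0.845 with an estimated correlation for both. Without the subunits the unadjusted camera p was 0.019 for purine and 0.872 for pyrimidine genes (0.419 and 0.938 with an estimated correlation). Centring on the library median ended the calls of genes 1329 and 8807 (adjusted p = 0.0732 and 0.108), and quantile normalization those of genes 1329 and 8807 (0.0563 and 0.222). Without 1 library, a call was lost for gene 8807 (adjusted p = 0.0533 to 0.152 without C2, C3, S2 or S3). The authors' deposited p-values, adjusted over the tested genes, did not call gene 8807. In the lists, the number of purine genes that rose was 23 to 29 without S2 or S3, and the number of purine genes that fell was 3 without C3, and the number of pyrimidine genes that rose was 12 to 18 without S2 or S3, and the number of pyrimidine genes that fell was 3 without C3.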

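Ca²⁺/calmodulin-dependent protein kinase (gene 6847), a calcium-activated kinase, stood at 3.24 ± 0.367 (SD, n = 3) FPKM in the S group and 1.42 ± 0.169 (SD, n = 3) in the C group, a log2 fold change of 1.13 (SE 0.24, adjusted p = 0.0112). SHO1 (gene 3687), a membrane sensor of osmotic stress, stood at 9.39 ± 0.0720 FPKM in the S group and 5.93 ± 1.11 in the C group (adjusted p = 0.0306), and the srf-type transcription factor (gene 9597) at 26.9 ± 2.37 FPKM in the S group and 17.1 ± 1.41 in the C group (adjusted p = 0.0102). STE3 (gene 10943), the pheromone receptor, was low in both groups, at 0.790 ± 0.227 FPKM in the S group and 0.297 ± 0.142 in the C group, and did not pass the test (adjusted p = 0.0685). The basic helix-loop-helix factor (gene 9587) stood at 101 ± 15.8 FPKM in the S group and 50.8 ± 7.03 in the C group (adjusted p = 0.00264). The basic-leucine zipper factor (gene 11761) was lower in the S group, at 811 ± 38.7 FPKM in the S group and 1349 ± 211 in the C group (log2 fold change −0.72, adjusted p = 0.00264). Of 72 genes of the KEGG map of MAPK signaling, 10 rose and 5 fell (8 and 5 adjusted over the list alone, 3 and 24 with centred libraries, 4 and 13 after quantile normalization). The risers included genes that act at the end of the pathway, glycerol-3-phosphate dehydrogenase (gene 1645, log2 fold change 0.81, and gene 9089, 0.48), an enzyme of glycerol synthesis, and catalase (gene 11321). The genes that fell included a ran protein kinase (gene 10195, −0.29) and, named after their values were seen, a mitogen-activated protein kinase (gene 363, −0.35) and a 14-3-3 protein (gene 587, −0.27). With centred libraries the test ended the calls of genes 3687 and 9089 (adjusted p = 0.0819 and 0.121), and quantile normalization those of genes 6847, 3687, 9597 and 587 (0.0651, 0.144, 0.0687 and 0.0578). On leaving out 1 library, calls were lost for gene 6847 (adjusted p = 0.0609 without S2), gene 3687 (adjusted p = 0.0555 to 0.0991 without C2, S1, S2 or S3), gene 9597 (adjusted p = 0.0593 without S2), gene 9089 (adjusted p = 0.0529 without S2), gene 10195 (adjusted p = 0.0521 to 0.0700 without C2, S2 or S3), gene 363 (adjusted p = 0.0584 to 0.0649 without C2 or S3) and gene 587 (adjusted p = 0.0611 to 0.126 without C1, C2, S2 or S3). Limma without a mean-variance trend did not call genes 10195, 363 and 587. In the list, the number of genes that rose was 3 to 6 without C2, S1, S2 or S3, and the number of genes that fell was 0 to 11 without C2, C3, S2 or S3.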

Finally, SA induced the signal transductions in *P. rhodozyma*, mainly the Ca/calmodulin-dependent protein kinase, STE3, SHO1 and srf-type transcription factors (TFs) in the mitogen-activated protein kinases (MAPKs) signal pathway and the bHLH-type TF at various degrees with the basic-leucine zipper TF inhibited by 1.5-fold compared to the SA-free group (Table 1).

### 3.6 Overexpression of polyamine transporter gene further increases astaxanthin synthesis

The DEGs induced by SA-treatment identified above are potential targets of genetic modification in *P. rhodozyma* for further astaxanthin yield improvement. Thus, we selected a polyamine transporter gene (*PT*), as a DEG with up to 2.2-fold expression induced by SA treatment, to analyze the effects of *PT* overexpression combined with SA-treatment on astaxanthin synthesis in *P. rhodozyma*. 

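*PT* (gene 4151, described as an mfs polyamine transporter, a membrane carrier of spermidine, spermine and putrescine) lies on contig LN483157.1 from 289866 to 292855 on the minus strand and has 16 exons and a coding length of 1614 bases. It was at 33.7, 46.6 and 109.7 FPKM in S1, S2 and S3 and at 10.7, 9.01 and 10.2 in C1, C2 and C3. The means were 63.3 ± 40.6 (SD, n = 3) FPKM in the S group and 9.97 ± 0.857 (SD, n = 3) in the C group, and the spread of the S group came mainly from S3. The log2 fold change of *PT* was 2.47 (SE 0.34, adjusted p = 0.00235 from limma), and 0.00732 was its adjusted p with centred libraries. No left-out library ended the call, and without S3 the log2 fold change was 1.98 (adjusted p = 0.000787). Of 8 genes of polyamine metabolism and transport, 5 rose and 0 fell (5 and 0 adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05 from limma, 2 and 3 with centred libraries, 2 and 1 after quantile normalization). They were *PT*, spermine/spermidine synthase (gene 7785), spermidine synthase (gene 2051, log2 fold change 0.72), amino acid/polyamine transporter I (gene 1461, 0.48) and, named after its values were seen, ornithine decarboxylase (gene 5391, 0.40), which makes putrescine. As a whole the polyamine list did not stand apart from other genes (camera adjusted p = 0.549). Centring the libraries ended the calls of genes 2051, 1461 and 5391 (adjusted p = 0.147, 0.192 and 0.567), and quantile normalization those of genes 2051, 1461 and 5391 (0.0847, 0.321 and 0.178). By library left out, calls were lost for gene 2051 (adjusted p = 0.0627 to 0.0630 without S2 or S3), gene 1461 (adjusted p = 0.0517 to 0.135 without any 1 of the 6 libraries) and gene 5391 (adjusted p = 0.0773 to 0.109 without C1, C2, S1, S2 or S3). Without a mean-variance trend, limma did not call genes 2051 and 5391, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 2051, 1461 and 5391. In the list, the number of genes that rose was 2 to 3 without C1, C2, S1, S2 or S3, and the number of genes that fell was 1 without C3.

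**Figure D3:**
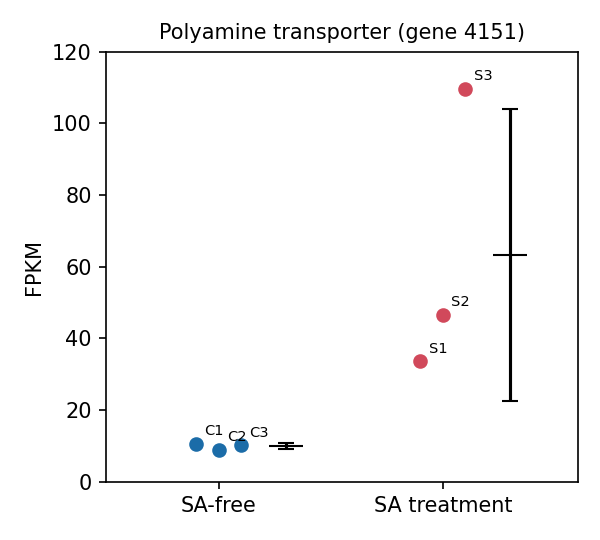
FPKM of the polyamine transporter gene (gene 4151) in each library of the C group (blue) and the S group (red), with the mean and SD of the 3 libraries of each group in black. The S group runs from 33.7 in S1 to 109.7 in S3, above all C libraries, which lie between 9.01 and 10.7.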

Through a 2-step overlap PCR strategy, a total of 8 DNA fragments were ligated in sequence and the PT-overexpressing vector of 7097 bp, containing 18sup, Pgdp, G418, Tgdp, Padh4, PT, Tact, 18sdown fragments with the gdp and adh4 promoters driving G418 and PT gene expressions, respectively, was obtained (Figure 8). A total of 8 transformants, Prh-PT-001 to Prh-PT-008, were randomly selected, and amplifications of a 720 bp DNA fragment covering PT, Tact and 18sdown were performed, confirming integration of the PT-overexpressing vector into the 18SrDNA location of genome (Figure 9). The transformant Prh-PT-006 was selected with the highest astaxanthin yield, and the effects of SA-treatment on biomass, astaxanthin content and yield in this transformant were analyzed. As shown in Figure 10, the biomass of transformant Prh-PT-006 under the SA-free condition was 5.7 g/L, almost identical to that of the wild strain under the SA-free condition (5.3 g/L). Meanwhile, under the SA-treatment condition, the biomass of transformant Prh-PT-006 (6.6 g/L) was almost identical to that of wild strain (6.4 g/L), indicating that overexpression of PT gene has almost no effect on cell growth of *P. rhodozyma*. However, even under the SA-free condition, the astaxanthin content in strain Prh-PT-006 were 17.0% higher than that of WT under the SA-treatment condition, confirming that the PT gene is beneficial for astaxanthin accumulation, and stronger stimulator for astaxanthin production than SA. Meanwhile, we also analyzed the synergistic effects of SA-treatment and PT gene overexpression on biomass, astaxanthin content and yield (Figure 8), and the result showed that an increase by 15.8% in biomass of transformant Prh-PT-006 induced by SA treatment with astaxanthin content almost unchanged resulted in a further increase by 22.5% in astaxanthin yield of transformant Prh-PT-006 (Figure 8). Under the SA-treatment condition, the biomass, astaxanthin content and yield of transformant Prh-PT-006 could reach 6.6 g/L, 0.35 mg/g DCW and 2.3 mg/L, 24.5%, 143.1% and 199.0% higher than the WT at the SA-free condition, respectively. In addition, the RT-PCR analysis showed that expression levels of PT gene in the Prh-PT-006 strain under the SA-free condition were up to 25.6- and 4.0- fold of those in WT under the SA-free and SA-treatment conditions, respectively (Figure 11). However, SA-treatment could not significantly increase the expression level of PT and astaxanthin content in transformant Prh-PT-006 (Figure 10; Figure 11). The explanation maybe that the promoter adh4 used for overexpression is strong enough to benefit astaxanthin synthesis, but not inducible by SA. From the other perspective, it is indicated that the PT gene is beneficial for astaxanthin production, and its expression level is positively related to astaxanthin synthesis.

**FIGURE 8:**
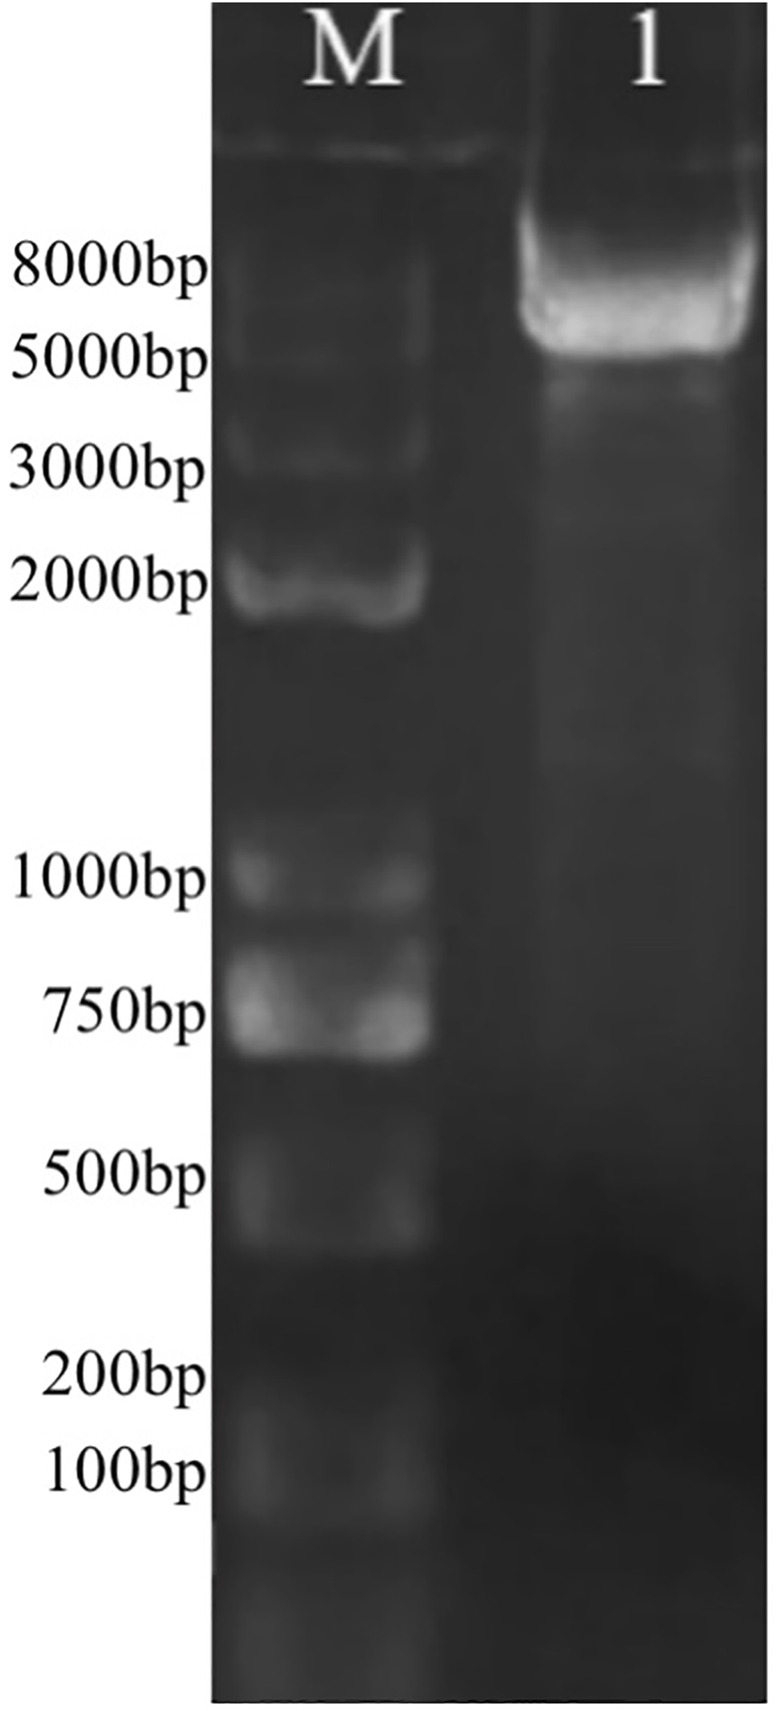
The PT-overexpressing vector through 2-step overlap PCR. M, marker; 1, the vector with a length of 7097bp containing 18sup, Pgdp, G418, Tgdp, Padh4, PT, Tact, 18sdown fragments represented as upstream of the 18SrDNA, gdp promoter, G418-resistence gene, gdp terminator, adh4 promoter, polyamine transporter gene, act terminator and downstream of the 18SrDNA, respectively.

**FIGURE 9:**
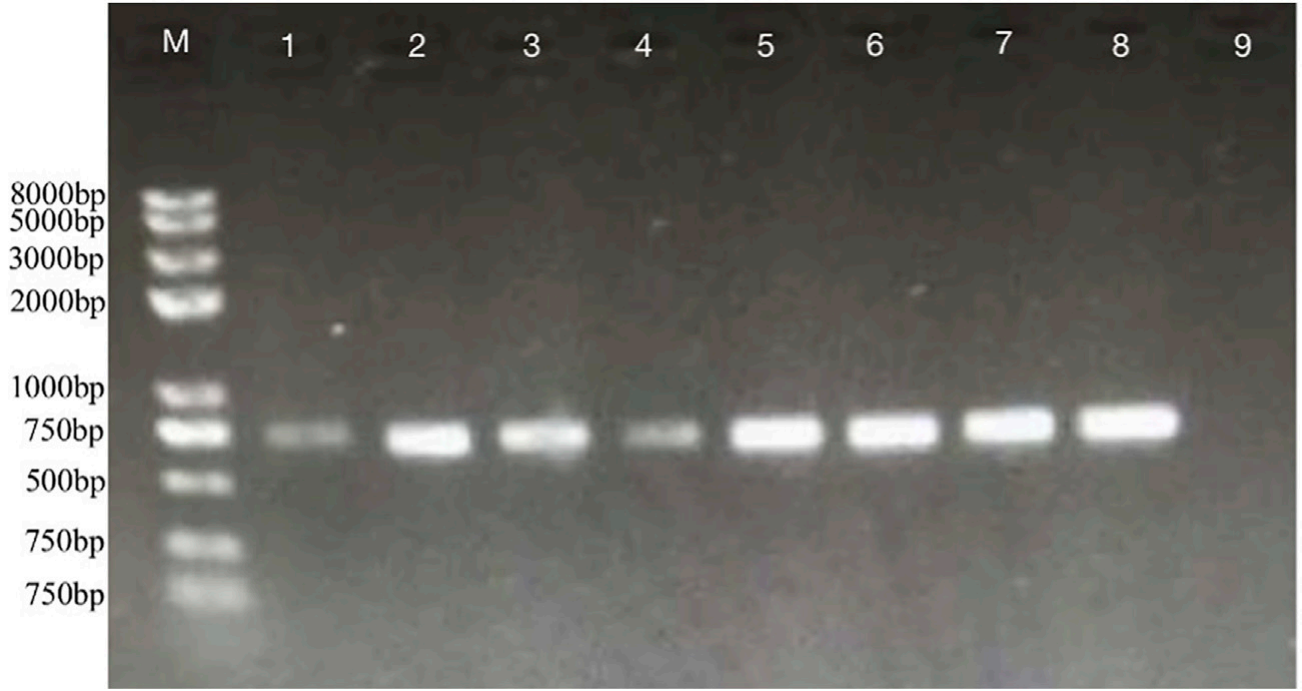
Confirmations of PT’s integrations into the 18SrDNA location of *P*. *rhodozyma* genome by PCR M, marker; lane one to eight**,** *P. rhodozyma* transformants Prh-PT-001 to Prh-PT-008 carrying the PT-overexpression vector; lane 9, the *P. rhodozyma* wild strain.

**FIGURE 10:**
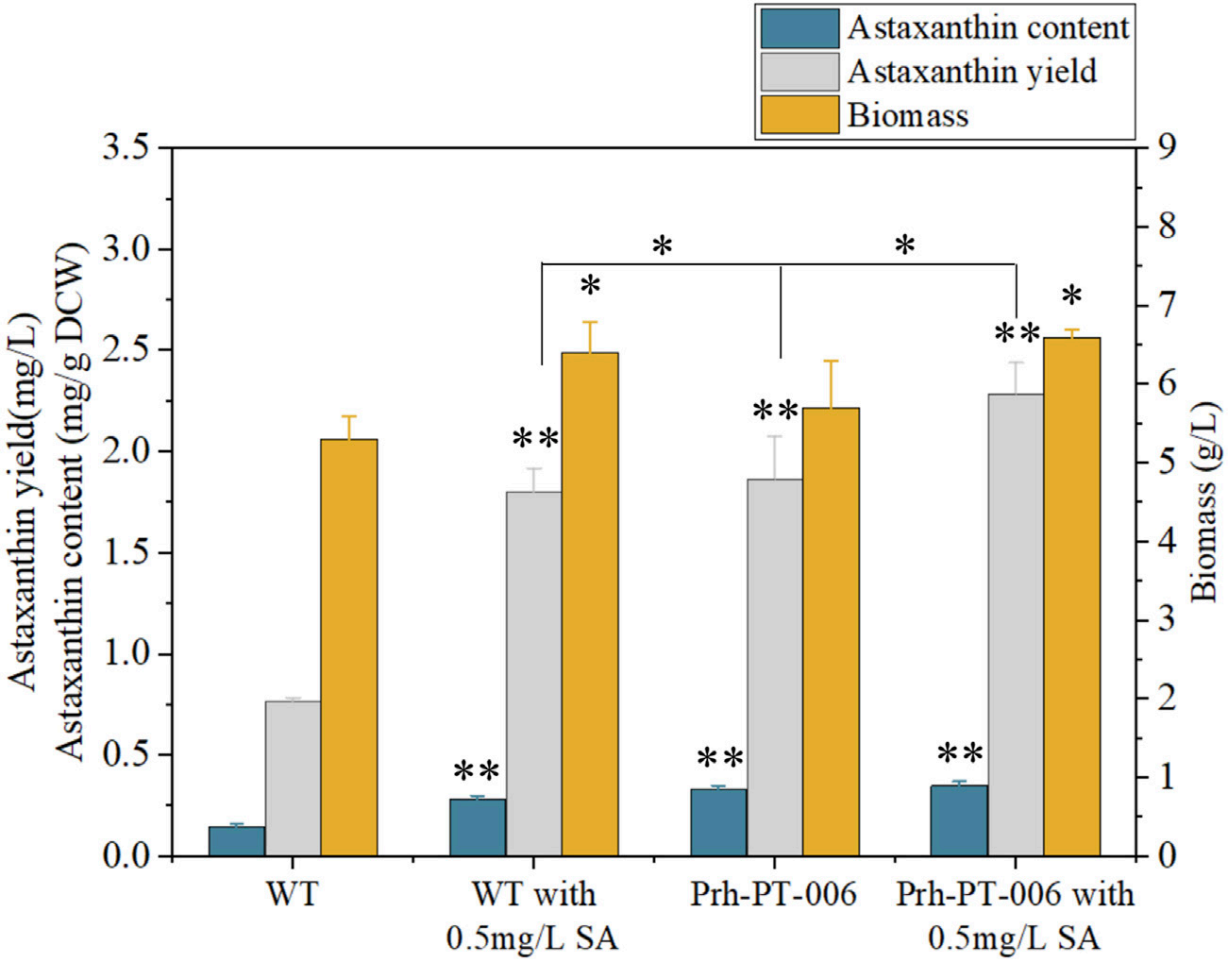
Biomass, astaxanthin content and yield of *P*. *rhodozyma* transformant Prh-PT-006 overexpressing a polyamine transporter gene under SA-free and SA-treatment conditions Data are given as means ± SD, n = 3. Asterisk without the indicator line compared with the WT *p < 0.05 **p < 0.01.

**FIGURE 11:**
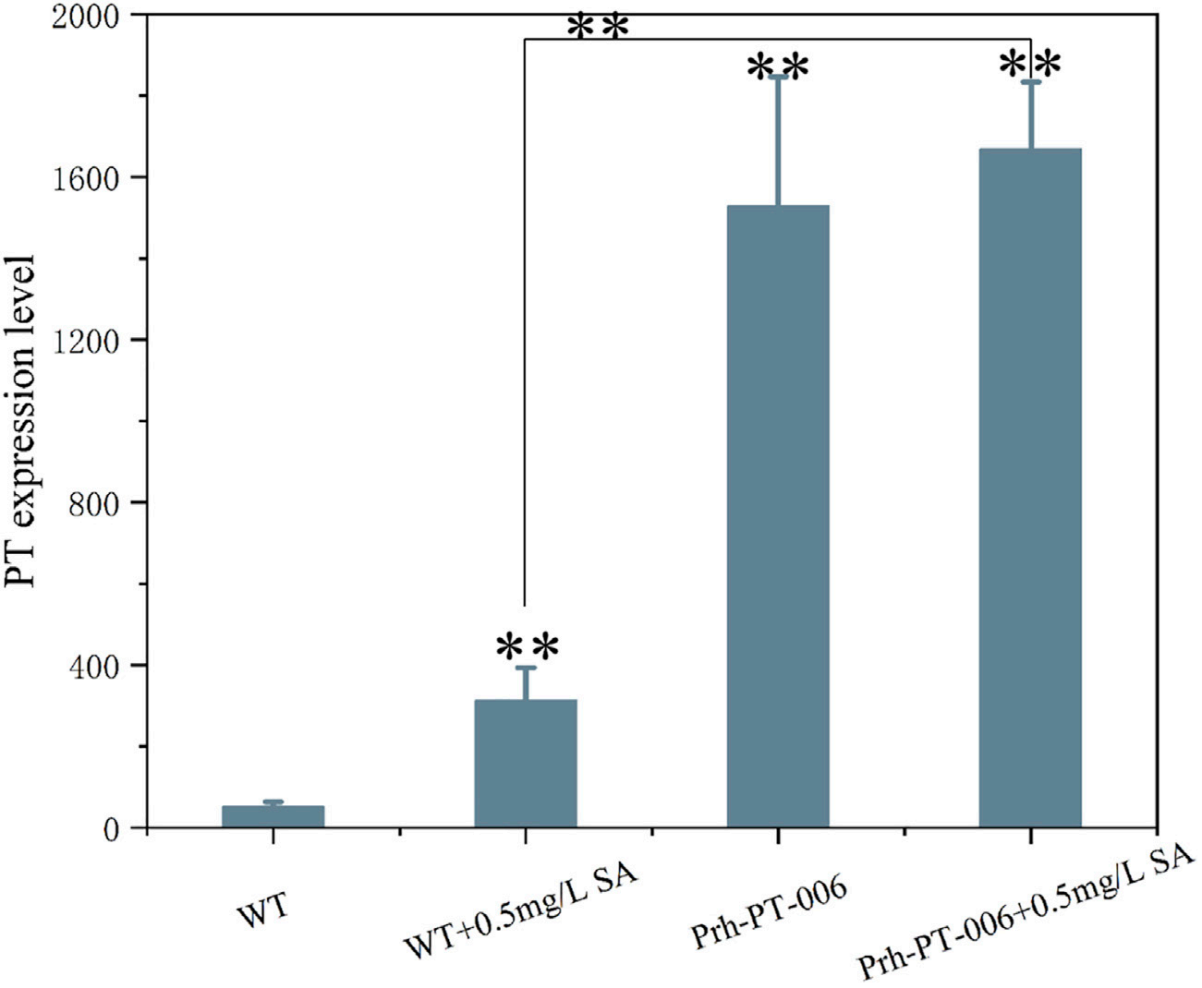
The PT gene expressions of *P*. *rhodozyma* WT and transformant Prh-PT-006 strains at the SA-free and SA-treatment condition analyzed by RT-PCR Data are given as means ± SD, n = 3. Asterisk without the indicator line compared with the WT *p < 0.05 **p < 0.01.

## 4 Discussion

Phytohormones are kinds of signaling molecules derived from higher plants and regulate a broad spectrum of physiological processes, such as cell growth and development, biomolecule metabolism and response to environmental stresses. Phytohormones can improve crop productivity and traits, thus, they have been widely applied in the agricultural production field. Some microorganisms are closely related to higher plants, providing feasibility for a wider application of phytohormone in microbial production. For example, microalgae are microorganisms with great commercial values for its ability to produce various products, such as biofuel, nutrients, pharmaceuticals, and therapeutic compounds, and biofertilizers. Specific phytohormones can not only regulate the cell cycle and other metabolic processes in microalgae, influencing biomass and primary metabolite accumulation, but also improve the resilience of microalgae, allowing them to adapt to the prevailing conditions (Stirk and van Staden, 2020). Until now, many phytohormones, such as fulvic acid, 2, 4-epibrassinolide (EBR), strigolactone, salicylic acid (SA) and jasmonic acid (JA) have been reported to improve the biomass and astaxanthin accumulation in *H*. *pluvialis* (Gao et al., 2013; Zhao et al., 2019a; Mahadi et al., 2022). As a docosahexaenoic acid (DHA) industrial producer, *Aurantiochytrium* sp. has been reported to be induced by different phytohormones, such as 6-benzylaminopurine (6-BAP) and gibberellin, for its growth and DHA productivity (Yu et al., 2016a; Yu et al., 2016b; Yu et al., 2019; Xu et al., 2020). Like *Aurantiochytrium* sp., *P. rhodozyma* was first isolated from the plant materials which suggest it had evolved to adapt to plant metabolites, thus, phytohormones could be a great stimulator of astaxanthin production in *P. rhodozyma* (Nutakor et al., 2022). However, fewer research in *P. rhodozyma* has been reported. The effects of only gibberellic acid (GA) and 6-BAP on biomass and astaxanthin accumulation in *P. rhodozyma* have been analyzed (Pan et al., 2020; Liu et al., 2022). In this study, we found that 0.5 mg/L SA could enhance biomass, astaxanthin content and yield by 20.8%, 95.8% and 135.3%, with much less dose of SA than that in *H*. *pluvialis* (Gao et al., 2015). This result suggests that *P. rhodozyma* is more sensitive to SA than *H*. *pluvialis*, and they share different molecular mechanisms of SA improving the astaxanthin synthesis. It can also be confirmed that although the biomass is increased slightly by SA-treatment, however, its degree is far less than those of astaxanthin content (the ratio of astaxanthin to biomass) and yield (mg/L). This result showed that the increasement in astaxanthin content is caused by the increased astaxanthin accumulation by SA-treatment, but not by increased biomass, while the increasement in astaxanthin yield is the combined result of increased biomass and astaxanthin biosynthesis.

Through transcriptomic technology, we compared the transcriptomic profiles of the samples under the SA-treatment and SA-free conditions (the S and C group). It was found that SA treatment could distinguish well the transcriptomic profiles of *P. rhodozyma* cells from the two groups, which was consistent with promotional effects of SA on biomass and astaxanthin accumulation. Further differentially expressed genes analysis (DEGs), which can explain variation in transcriptomic profile induced by SA treatment, was performed. Surprisingly, the regulatory range of SA on *P. rhodozyma* cells are far beyond our expectations. A metabolic network, involved in astaxanthin biosynthesis, central carbon metabolism, fatty acid metabolism, sterol metabolism, anti-stress, biomolecules transportation, DNA metabolism and signal transduction were regulated by SA treatment, which suggested that the regulatory mechanism of SA was very complex and explained why the *P. rhodozyma* was so sensitive to the SA phytohormone.

Phytohormones are considered to have a dual function in plant and microorganism. 1) The regulation of biomass and primary metabolite accumulation. 2) The response to abiotic stresses, allowing different species to adapt to the prevailing conditions (Stirk and van Staden, 2020). In the astaxanthin synthesis pathway, only astaxanthin synthase was identified as an upregulated DEG with the other genes in this pathway not significantly changed. In addition, pyruvate kinase and isocitrate dehydrogenase which produce ATP and NADPH and provide the energy and reducing power for astaxanthin synthesis, were induced by SA treatment. On the other hand, the fatty acid and sterol metabolisms are the competitive pathways of the astaxanthin synthesis and share the same precursor Acetyl-CoA and reducing power NADPH with astaxanthin synthesis. SA treatment inhibited the fatty acid and sterol synthesis, while improved the fatty acid degradation, which enhanced the astaxanthin synthesis metabolic flux and provided it with more precursors. In *H. pluvialis*, the effects of SA were found to be more pathway-specific, and 25 and 50 mg/L SA could enhance transcriptional expressions of eight carotenoid genes and seven astaxanthin biosynthesis genes, such as ipi-1, ipi-2, psy, crtR-B, bkt, crtO and pds. *The effects of SA on the other pathways have been less reported (* Gao et al., 2012 *)*.

*Regulation of SA on nucleotide metabolism has been reported only in higher plant. For example, SA was found to enhance the activity of dihydrofolate reductase–thymidylate synthase (DHFR–TS) and DNA methylation in Moringa oleifera Lam. Leaves to stimulate its growth (* Saini et al., 2014 *). However, related research in microorganism have never been reported. In this study, we found that SA stimulated nucleotide synthesis through up-regulating 5 related enzymatic genes, resulting in faster replication of genetic material and higher biomass in P. rhodozyma*. Meanwhile, transportations of key molecules play important role in cellular physiological activity and growth. Induction of transporters for molecules, such as metal ions, amino acids, *nucleotides, oligopeptide, and so on,* could strengthen cellular metabolism and explain the higher biomass induced by SA.

In *P. rhodozyma*, 22°C as a low-temperature stress condition in this study, is beneficial for astaxanthin accumulation while inhibit cell growth, affecting astaxanthin yield (Li et al., 2008). Thus, the anti-stress mechanism induced by phytohormone is one of the research hotpots. In the anti-stress group of DGEs, glutathione S-transferase, catalase, peroxiredoxin and thioredoxin are ROS scavenging enzymes, and can protect cells from ROS damage (Du et al., 2021). Spermine/spermidine is a polyamine-type of antioxidant, and the inductions of their synthase and transporter by SA treatment in this study are also the antioxidation mechanism (Zhou et al., 2020). Spermine/spermidine are widely found in prokaryotic and eukaryotic cells and participate in plant developmental metabolism. It was found that the salt tolerance of apple calli and the heat tolerance of wheat could be improved after treatment with spermine/spermidine (Liu et al., 2006; Kumar et al., 2014). The regulation of plant development and metabolism was coordinated by integrating polyamines with phytohormone (Ke et al., 2018). The exogenous and endogenous polyamine could increase astaxanthin and lipid synthesis through inducing the expressions of carotenogenic, lipogenic and antioxidant enzyme genes (Xing et al., 2022). Gamma-aminobutyrate (GABA), an important signaling molecule, plays an important role in regulating metabolism and cell growth (Seifikalhor et al., 2019). In this study, GABA permease, involved in GABA transportation in cell, was induced significantly by SA, suggesting that the GABA signal transportation participated in the astaxanthin synthesis regulation. ABC transporters play an important role in the accumulation and transmembrane transport of secondary metabolites (Theodoulou and Kerr, 2015). Carotenoids, including astaxanthin, are generally stored in the cells and are not automatically released from the cells (Lv et al., 2016). Gibberellic acid (GA) was found to induce the ABC transporters in *P. rhodozyma* to enhance the astaxanthin production (Liu et al., 2022). In this study, we identified an ABC transporter of *P. rhodozyma* as an upregulated DEG induced by SA. In *Saccharomyces cerevisiae*, overexpression of ABC transporters could promote the secretion of carotene (Bu et al., 2020). These results indicated that ABC transporters in *P. rhodozyma* is a candidate efflux pumps and a target of transporter engineering for enforcing astaxanthin production.

SA is a signal molecule, thus the signal pathways induced by or interacted with this molecule are essential in regulation of astaxanthin synthesis by SA. In this study, we found that SA could induce some important signal pathways, including the MAPK signal pathway (srf-type Transcription factor, STE3 and SH01), Ca/calmodulin pathway (Ca/calmodulin-dependent protein kinase). Meanwhile, two global transcription factors (TFs), basic-leucine zipper and basic helix-loop-helix (bHLH), were also induced by SA, suggesting that these signal pathways play important roles in the global regulation of astaxanthin biosynthesis in *P. rhodozyma*. The mitogen-activated protein kinases (MAPKs) are a key conserved signaling pathway used to transduce extracellular induces into intracellular responses in eukaryotes (Moustafa et al., 2014). In *H. pluvialis*, it was found that the expressions of MAPK pathway genes were positively correlated with astaxanthin accumulation, and *vice versa*. Moreover, MAPK pathway was a target of NO action in *H. pluvialis* (Zhao et al., 2019b). In higher plant, MAPK pathway can modulate the other signal pathways, such as ROS and ABA pathways, to responses to various stresses (Raja et al., 2017). Ca/Calmodulin (CaM) is a signal molecule and can activate glutamate decarboxylase (GAD) which catalyzes γ-Aminobutyric acid (GABA) synthesis. A salt stress treatment could induce the transcription of CaM to enhance GABA accumulation in *H. pluvialis* (Ding et al., 2019). Moreover, CaM participate indirectly in managing ROS levels through CaM-regulated GABA synthesis and the GABA shunt metabolic pathway (Bouché et al., 2003). The results derived from our current study was consistent with the previous studies, and we deduced that interactions of various signal molecules or pathways, such as SA, MAPK, ROS, GABA, co-regulated the astaxanthin synthesis in *P. rhodozyma*.

Based on the results from the current study, we propose the global regulation mechanism of SA improving astaxanthin synthesis in *P. rhodozyma* (Figure 12). SA is first perceived by *P. rhodozyma* cell and enters cells. As a signal molecule, SA can interact with the MAPK and Ca/calmodulin signal pathways and regulate their signal transductions. The regulation signals are transduced to the transcription factors (TFs), such as srf-type, STE3, SH01, basic-leucine zipper and basic helix-loop-helix TFs. The signalized TFs enter nucleus and regulate the expressions of various downstream genes related to astaxanthin and its competitive metabolites synthesis, cell growth, anti-stress and detoxication, signal pathways and TFs. In addition, SA can exert oxidative or toxic stress on the *P. rhodozyma* cells, prompting them to produce more astaxanthin for antioxidation and detoxification.

**FIGURE 12:**
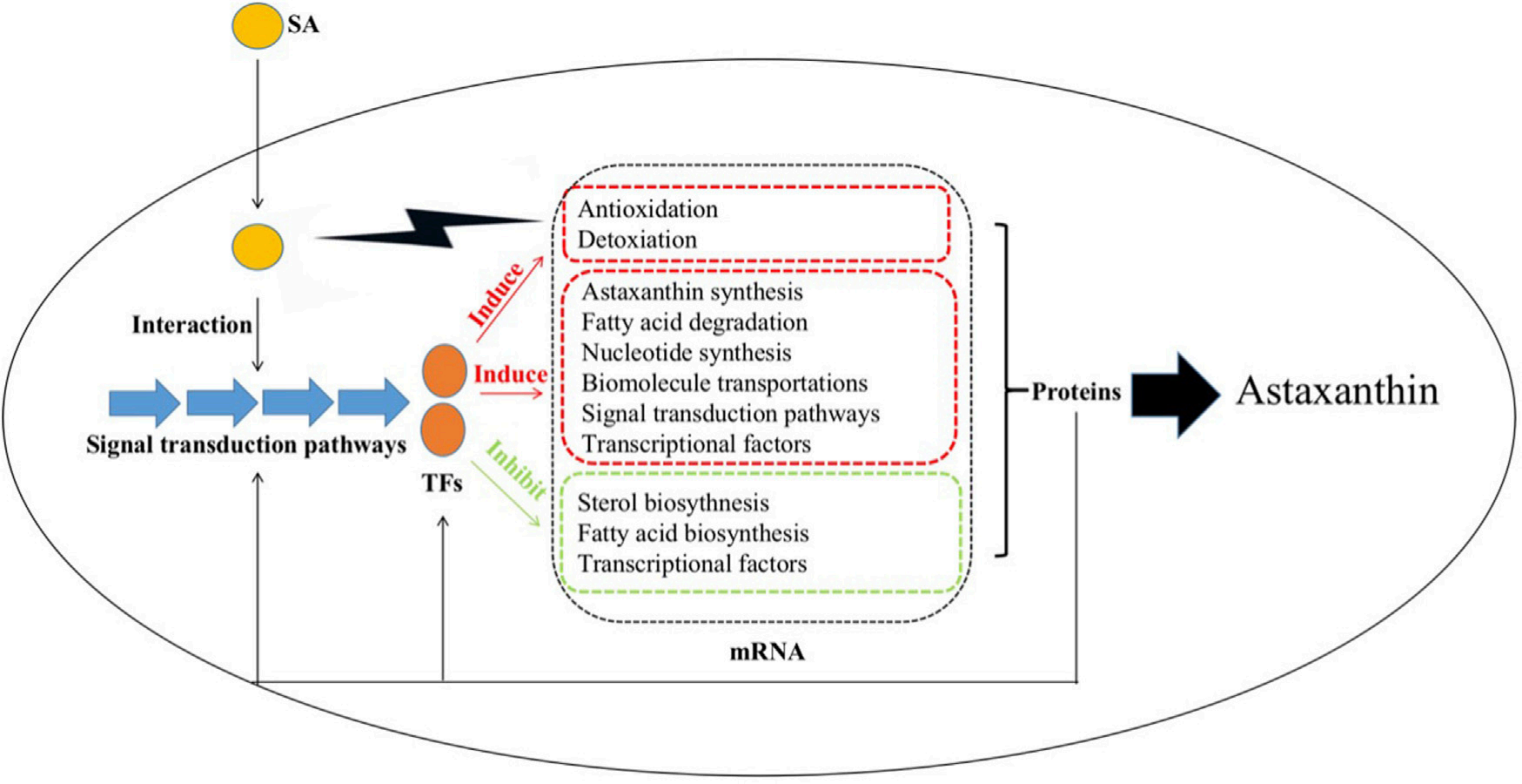
Schematic diagram for the molecular mechanism of SA improving astaxanthin synthesis in *P*. *rhodozyma* at the global-cell level SA enters yeast cells and interacts with other signaling pathways to transmit the signals to the transcription factors (TFs), which can induce the transcriptions of genes related to antioxidation, detoxication, astaxanthin biosynthesis, fatty acid degradation, nucleotide biosynthesis, biomolecules transportations, TFs, signal pathways, while can inhibit the transcriptions of genes related to sterol and fatty acid biosynthesis, and TFs, leading to changes in their protein products. The proteins in turn affect related signaling pathways and TFs and enhance the astaxanthin production.

Based on the transcriptomic data induced by SA, overexpression of the upregulated DEGs or knock-out of the downregulated DEGs in *P. rhodozyma* is a potential strategy to further improve astaxanthin productivity, and the identified DEGs are potential targets for genetic engineering in this astaxanthin-producing yeast. In this study, a novel polyamine transporter gene (PT), an upregulated DEG induced by SA, was selected to be overexpressed in *P. rhodozyma*. A transformant Prh-PT-006 with the PT gene overexpressed in *P. rhodozyma* was obtained and its astaxanthin content and yield were further increased compared to the WT strain under SA-treatment condition. In microorganism, polyamine (putrescine, spermidine and spermine) is closely related to the resistance to biotic or abiotic stresses. Polyamines are essential for cell division (Schneider and Wendisch, 2011), and bind anionic structures such as plasma membranes, ribosomes, and DNA, to protects DNA from damage by some reactive compounds, regulates gene expression, and modulates translational fidelity (Tkachenko et al., 2001). On the contrary, excess polyamines are toxic, displacing magnesium from ribosomes and inhibiting protein synthesis (Limsuwun and Jones, 2000). Concentrations of polyamines are maintained within a specific range and intracellular levels of polyamines are regulated by expression of the polyamine transporter gene. Thus, polyamines transporters are essential to maintain its homeostasis. In *E. coli*, polyamines protect DNA from damage by agents of oxidative stress (Tkachenko et al., 2012). Furfural is a fermentation inhibitor, and overexpression of polyamine transporter gene increase furfural tolerance to improve xylose fermentation in *E. coli* (Geddes et al., 2014). In pathogenic yeast *C. albicans*, a polyamine efflux transporter Flu1 can efflux the fungicide Histatin 5 (Hst 5) to reduce cytosolic levels of Hst 5. Overexpression of *Flu1* can significantly reduce Hst 5’s toxicity in *Candida albicans* (Li et al., 2013). Thus, the mechanism in this study may be that the stress condition, such as low temperature, is benefit for astaxanthin accumulation, but is harmful for cell growth. Overexpression of the PT gene can increase the intracellular levels of polyamines, which enhances the cell’s anti-stress ability to maintain cell’s normal growth. Astaxanthin is a super antioxidant and increase in its productivity by overexpression of the PT gene is also a cellular anti-stress mechanism.

## 5 Conclusion

An extremely low concentration of exogenous SA could significantly promote cell growth and astaxanthin accumulation in *P. rhodozyma* and could completely distinguish the transcriptomic profile of cells from the SA-free sample. Thus, *P. rhodozyma* is very sensitive to the phytohormone SA, and SA is a potential strategy to break through the bottleneck of microbial astaxanthin production. SA regulates astaxanthin synthesis in *P. rhodozyma* at global-cell level, which is involved in astaxanthin and its competitive metabolite synthesis, material supply, biomolecules metabolism and transportation, anti-stress, and signal transductions. The regulation mechanism of SA on astaxanthin synthesis in *P. rhodozyma*, including the perception and transduction of SA signal, the transcription factor, the expression regulations of the downstream genes, and cellular stress response, is put forward for the first time. Moreover, overexpression of an upregulated DEG, polyamine transporter (*PT*) gene, can further improve astaxanthin productivity in *P. rhodozyma*. The biomass, astaxanthin content and yield in the transformant overexpressing PT gene under SA-treatment condition are significantly increased compared to the WT under SA-free condition. This study presents a combined strategy of SA-treatment and PT overexpression for astaxanthin production, and our results also provide the targets of genetic modification for constructing microbial strains with high-yield of astaxanthin.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository of National Center for Biotechnology information (NCBI), accession number GSE242572.

How the deposited data were processed for this re-analysis (not part of the article)

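RNA was sequenced from *P. rhodozyma* grown with 0.5 mg/L SA (the S group, 3 libraries) and without it (the C group, 3 libraries), a culture that the paper's methods describe at 22 °C for 96 h; when the cells for RNA were collected is not stated separately in the paper's text. Libraries were matched to groups by their sample labels and Supplementary Table S2, and 0 columns of per-sample values were left unused. The paper says that experiments were repeated 3 times and does not say whether these libraries came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The authors cleaned the reads with fastp, mapped them with HISAT2 and quantified them with StringTie, whose versions are not given in the sources used here, and the paper names edgeR for its comparison.

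The values are FPKM that the authors computed, already divided by gene length and library size. The same deposited table holds the authors' fold (a ratio of the group means), its log2, a p-value and a q-value, and these were used only where the text names them as deposited. The table had 6249 genes with 1 row each on 70 contigs, of which 6 were 0 in every library and 136 lay below the limit on low values, 2135 had a KEGG map and 4296 a GO term. Lengths were multiples of 3 in 99.8% of genes and are called coding lengths. No read counts were at hand: of 921 low values, 8.90% lay within 0.05 of a whole multiple of 1 read, where chance gives 10%, so counts could not be recovered and no counting interval is given. The only depths are the paper's valid reads per library, which are of like size in the groups, and low genes are known less precisely than abundant ones.

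Values were tested as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and no replicate block, over the 6113 genes with a mean of at least 0.5 FPKM. P-values are two-sided and adjusted by the Benjamini-Hochberg method, and genes at an adjusted p under 0.05 are called higher or lower. Fold changes on this scale understate the change of low genes. The count at the paper's stated thresholds used the same fit with an unadjusted p under 0.05 and a fold above 1.5 or below 0.5. Gene lists were tested with camera (correlation preset at 0.01, and estimated) and fry, KEGG maps with at least 5 and GO terms with at least 10 tested genes with Fisher's exact test against the annotated tested genes, and the correlation with RT-PCR with 100000 permutations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

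The design, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from those the text marks as chosen after seeing the data. The rule names every gene of Table 1 by its gene ID (the paper's values for these had been seen), the 10 largest rises and 10 largest falls among called genes with an annotation, at least 1 FPKM in the higher group and no overlap between groups, up to 4 members of each list with the smallest adjusted p, and the members of the carotenoid and mevalonate lists. Lists were filled by KEGG map or by words of the description, which takes in some genes of other function, and the text names those among the genes it lists. List counts are to be read beside those of all 6113 tested genes, of which 1218 rose and 185 fell. The alternatives were the pseudocount (1 and 0.01), the limit on low values (none, and 1 FPKM), centring each library on its median, quantile normalization, the replicate number as a block, limma without the trend, the authors' deposited p-values, and leaving out each library in turn.

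The fit was tested on simulated data over 6113 genes for this comparison. It called 64.0% of 50 genes changed by 0.58 on the log2 scale, 97.0% of 100 changed by 1, all 50 changed by 2, and 11 of 5913 unchanged genes. A simulated list that was shifted had a camera p of 4.63e-16 and a fry p of 1.19e-05, and an unshifted one 0.897 and 0.271. The simulated gene changes went up and down alike, with independent noise and no shift between libraries. They therefore do not show how the fit or the list tests behave with a general shift or with correlated genes. The measurements of growth, astaxanthin and the *PT* transformants were not analysed here. The values of 2 genes that fell in the list of MAPK signaling are not reported here.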

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

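The tests of the excess of higher genes were all chosen after that result was seen, and those of the RNA polymerase subunits were chosen after the subunits' rise was seen but before the tests' own results were. Genes that the paper does not discuss were singled out where they showed the largest changes against the C group among called genes with an annotation, at least 1 FPKM in the higher group and no overlap between groups. Among these, the largest rises were gene 4841 (flavonol or cinnamoyl-CoA reductase, log2 fold change 3.57), gene 10415 (methyltransferase domain, 3.05), gene 4335 (RlpA-like domain, 2.72), gene 10855 (flavonol or cinnamoyl-CoA reductase, 2.66), gene 7171 (short chain-type dehydrogenase, 2.57), gene 957 (glycosyltransferase family 25, 2.50), gene 11705 (methyltransferase, 2.36) and gene 7357 (velvet factor, 2.30). The largest falls among these were gene 5919 (peripheral-type benzodiazepine receptor, −0.93), gene 12341 (major facilitator superfamily transporter, −0.83), gene 503 (aspartic protease, −0.81), gene 8341 (tetratricopeptide-like helical, −0.79), gene 10297 (PHO80-like cyclin, −0.79), gene 7273 (Zn-dependent hydrolase, −0.74), gene 1659 (general substrate transporter, −0.71) and gene 10785 (RlpA-like domain, −0.70); the hypothetical proteins of genes 8413, 11331 and 8415, which have no annotation and were named after their values were seen, fell further (−1.99, −1.51 and −1.04). When 1 library was left out, calls were lost for gene 5919 (adjusted p = 0.0718 to 0.0767 without C3 or S1) and gene 503 (adjusted p = 0.0586 to 0.0827 without C1, C2, S1, S2 or S3). A limma fit without the trend did not call gene 5919.

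More genes were higher than lower in the S group as deposited, and the split turned over with centred libraries. One scaling factor per library would shift genes of every abundance alike, but the median log2 fold change was 0.170 higher in decile 2 than in decile 8 of genes by abundance (0.100 to 0.229 with 1 library left out, the lowest only just above the 0.1 taken as the limit). This argues against one factor only as the source of the trend with abundance. It cannot decide whether one factor made the excess itself, since centring turned the split to 444 higher and 937 lower. A smaller share of FPKM in the 100 most abundant genes predicts a shift of 0.0599. The other genes had a median of 0.211, 0.151 above it. The whole most abundant decile had a median of −0.065, so this test cannot decide on a share lost by more than these 100 genes. The difference between deciles was also there in each of 3 classes by coding length (0.222 for short, 0.198 for middle and 0.127 for long genes). In 1 of 10 splits of the 6 libraries, the real one, 1403 genes were called, the highest other split calling 0, but with 3 libraries against 3 the 10 splits cannot give a share under 0.05. Without S3, the library that stood apart, the median over all genes was 0.182 (0.135 to 0.242 on leaving out each library in turn) and 553 genes were higher and 79 lower, which argues against S3 as the whole cause. One scaling factor per library as the source of the excess stays open, and so does a share lost by more than the 100 most abundant genes. An effect of SA on global transcript levels and a trend with abundance from library preparation also stay open, since no spike-in or amount of total RNA was used here.

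Of 29 RNA polymerase subunits, 22 rose and 0 fell (25 and 0 adjusted over the list alone, 25 and 0 at an unadjusted p under 0.05 from limma, 9 and 3 with centred libraries). The list's median lay at percentile 100.0 of 10000 random lists matched on abundance and coding length (median 0.221), which argues against abundance and length. With centred libraries the fry p was 0.0421, which argues only weakly against a scaling factor as the whole cause, since it was 0.109 when adjusted over the lists. Without S2 9 subunits were higher, the smallest number on leaving out 1 library, so the rise did not rest on 1 library alone. A common induction of the polymerases by SA is a hypothesis that may account for this, found and tested on the same libraries, and the camera call was lost (adjusted p = 0.845 with an estimated correlation), which keeps its size relative to other genes open.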

How the results depend on the processing

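The untransformed component analysis without centring and the authors' p-values with their folds and a fall limit of 1/1.5 were chosen after the results were seen. Pseudocounts of 1 and 0.01, other limits on low values and the fit without a trend left the total of called genes within 1.5 times of 1403; without the trend 80 genes were lower. With each library centred on its median, 444 genes were higher and 937 lower, and past the paper's thresholds 395 (374 higher and 21 lower). After quantile normalization 922 were called (404 higher and 518 lower), and past the paper's thresholds 379 (348 and 31). The authors' deposited p-values gave 790 higher and 750 lower. With a fall below 1/1.5, 49 genes were lower past the paper's thresholds, and 54 with the authors' p-values and folds. Leaving out 1 library gave 568 to 1500 called genes, 501 to 1338 higher and 67 to 293 lower, and 4 to 8 lower past the paper's thresholds. On untransformed FPKM the lowest Pearson r was 0.9915 within and 0.9809 between groups, and without centring the first component held 99.6% (99.1% untransformed). Log2 fold changes turned with centred libraries for gene 4211 (−0.18), gene 2857 (−0.051), gene 973 (−0.051), gene 8279 (−0.053), gene 4765 (−0.033), gene 3939 (−0.24) and gene 4989 (−0.22), and after quantile normalization for gene 973 (−0.047), gene 8279 (−0.19) and gene 10755 (−0.062), none of which had passed the test. Of 2336 comparisons over 156 named genes, 1969 kept direction and side of the threshold, 325 lost the call, 32 gained one and 10 turned; 353 of 960 list counts moved by over 1.5 times. The cause was not tested.

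With the replicate number as a block, 1202 genes were called (1051 higher and 151 lower). The numbers did not clearly pair the libraries: the deviations of S1 and C1 correlated at −0.0168, of S2 and C2 at 0.162 and of S3 and C3 at −0.00339. Libraries of unlike number ran from −0.116 to 0.0948, so S2 with C2 was the highest. With 3 libraries per group, these correlations cannot exclude a batch shared by libraries of the same number. FPKM summed per gene was not run because each gene has 1 row, and DESeq2 and edgeR were not run because there are no counts. Without counts, the depth behind a low value is unknown.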

Differences from the paper's values

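The paper's numbers are marked as the paper's, and the settings named as added were chosen after seeing the values. At the paper's stated thresholds, 4 genes were lower where the paper reports 54; the preset fall limit of 1/1.5 gave 49, within 1.5 times of the paper's count, while the other preset settings gave 3 to 31. With the authors' deposited p-values and folds and a fall limit of 1/1.5, a setting added after seeing the values, 895 and 54 genes passed, equal to the paper's counts. That setting keeps 30 of the 33 genes of Table 1 and so drops 3, among them *CrtS*. The first principal component share was 57.3% where the paper reports 99.08%; the preset form without centring gave 99.6%, within 1.5 times, while a pseudocount of 1 (61.4%) and no limit on low values (54.6%) did not. The untransformed, uncentred form gave 99.08%; it was 1 of 12 forms (3 scales with 4 ways of centring) tried after seeing the paper's value, so the match is a result of that search, and it drops no called item. Of the DEGs with a KEGG pathway, 268 passed the thresholds where the paper reports 788, and no preset setting came within 1.5 times, the range being 89 to 332. Limits on the deposited values that were tried after seeing the values did so: a deposited p under 0.05 with no fold limit gave 768 (dropping 2 of the 33 genes of Table 1), with a fold limit of 1.1 623 (dropping 2) and a deposited q under 0.05 529 (dropping 5), while fold limits of 1.2 and 1.5 gave 443 and 253. The limits that came near the KEGG count gave 1589, 1305 and 1106 genes with a GO term, above 1.5 times the paper's 735, so none of the 5 came within 1.5 times of both. R squared between FPKM and RT-PCR over the 33 genes of Table 1 was 0.766, below the paper's and within 1.5 times of it, and 0.905, nearer to it, with the preset setting that takes the log2 fold changes printed in Table 1.

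For *CrtS* (gene 2447) the log2 fold change was 0.40 where the paper prints 1, with no preset setting closing it; the means the paper prints, 88.2 and 56.3 FPKM, give 0.65, and the C group stood at 66.7 FPKM here. Gene 8393, the ID given for isocitrate dehydrogenase, stood at 30.4 FPKM in the S group and 36.0 in the C group where the paper prints 185.5 and 82.5, and at a log2 fold change of −0.24 where the paper prints 1.2; no setting closed this, and the means of gene 11923 equal the printed ones. Gene 10399, the ID given for fatty acid synthase, stood at 78.4 FPKM in the C group where the paper prints 197.7, and at a log2 fold change of 0.38 where the paper prints 0.7 with a down arrow, again under every setting. Gene 7839, peroxiredoxin, stood at 21.2 and 11.7 FPKM where the paper prints 3.1 and 1.2, and at a log2 fold change of 0.84 where the paper prints 0.6, while its printed means give 1.37; centred libraries (0.57), quantile normalization (0.50), and leaving out C1 (0.73) or S1 (0.69) differed from it by no more than the error, and the other preset settings did not. The group means of 28 of the 33 genes of Table 1 equalled the printed ones within 0.1% plus 0.06 FPKM, while 50 of 64 printed SDs were more than 1.5 times apart.

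At the paper's stated thresholds, 0 genes were lower from limma in each of the 10 maps of Fig. 7A compared here, where the bars, read by eye, show about 7 in Fig. 7A for purine metabolism, about 7 in Fig. 7A for pyrimidine metabolism, about 1 in Fig. 7A for RNA polymerase, about 13 in Fig. 7A for the spliceosome, about 26 in Fig. 7A for the ribosome, about 6 in Fig. 7A for ribosome biogenesis, about 20 in Fig. 7A for MAPK signaling, about 16 in Fig. 7A for the cell cycle, about 16 in Fig. 7A for oxidative phosphorylation and about 17 in Fig. 7A for autophagy, and no preset setting closed these. Higher genes numbered 7 in the ribosome against about 13 in Fig. 7A (closed without C1, C2 or S1, at 9, 11 and 12), 6 in MAPK signaling against about 10 in Fig. 7A (closed without C1 or S1, at 10 and 8) and 2 in the cell cycle against about 4 in Fig. 7A (closed without C1 or S1, at 6 and 4). The authors' deposited p-values under 0.05 with a fold limit of 1.1, a setting chosen after seeing the values, gave all 38 bars of the 19 maps in Fig. 7A and drops 2 of the 33 genes of Table 1. That limit was found by asking between which folds the falls in 13 of the maps equal their bars, so the match of these 26 bars was fitted; the 12 bars of the other 6 maps were not used to find it, and 12 of them were equal. No fold limit gave 19 equal bars, a limit of 1.2 19 and of 1.5 4.

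The paper states that only *CrtS* changed in astaxanthin synthesis, whereas *CrtS*, phytoene-β-carotene synthase (gene 3233) and phytoene dehydrogenase (gene 3359) were higher and geranylgeranyl pyrophosphate synthase (gene 7795) lower here at an adjusted p under 0.05 with no fold limit, which is not the paper's threshold; the calls of the 3 higher genes ended with centred libraries and after quantile normalization. At the paper's stated thresholds from limma none of these passed: the fold of gene 3233 was 1.48 (1.51 as a ratio of means, which passes), and that of *CrtS* 1.32 (1.32). With the authors' deposited folds and unadjusted p-values, gene 3233 passed these thresholds at a fold of 1.51, and *CrtS* did not (1.32). Genes 3359 (1.23) and 7795 (0.73) did not pass them either. The paper's results list thymidylate synthase (gene 12339) among the induced genes, and its log2 fold change was −0.60, a fall as in Table 1. Its discussion names the basic-leucine zipper factor (gene 11761) as induced and oligopeptide among the molecules whose transporters were (gene 11031), and these were at −0.72 and −0.68, falls as in its results section. It states that fatty acid synthase fell; gene 10399 was higher and neither subunit of the complex passed the test. Of the 33 genes of Table 1, 29 were called in the direction printed there.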

Other observations

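The tests of neighbouring genes were chosen after the pattern was seen. The list counts below stand beside 1218 genes higher and 185 lower of all 6113 tested genes. The camera test set neither the chaperones nor the proteasome genes apart from other genes (adjusted p = 0.776 and 0.844). Of 81 genes of oxidative phosphorylation, 9 rose and 7 fell (6 and 3 adjusted over the list alone, 3 and 21 with centred libraries, 4 and 3 after quantile normalization), the rises including the plasma membrane H⁺-ATPase (gene 1333, log2 fold change 0.89, and gene 2609, 0.53), which pumps protons out of the cell rather than in the mitochondrion, and NDUFS5 (gene 2897, 0.95) of complex I. Of 63 chaperones, 12 rose and 0 fell (12 and 0 adjusted over the list alone, 19 and 2 at an unadjusted p under 0.05 from limma, 4 and 7 with centred libraries, 5 and 2 after quantile normalization), among them a BAG family chaperone regulator (gene 10003, 1.23) and an Hsp10-like protein (gene 2345, 0.91). 10 of 39 aminoacyl-tRNA synthetase genes rose and 1 fell (13 and 1 adjusted over the list alone, 3 and 4 with centred libraries, 2 and 4 after quantile normalization), the rises including tyrosine tRNA ligase (gene 2513, 1.05), and the fall, named after its values were seen, being tryptophanyl-tRNA synthetase (gene 5799, −0.43). Of 39 proteasome genes, 5 rose and 0 fell (1 and 0 adjusted over the list alone, 11 and 1 at an unadjusted p under 0.05 from limma, 1 and 3 with centred libraries, 1 and 1 after quantile normalization): a mov34-domain protein (gene 11341, 0.77), RPN12/PSMD8 (gene 4235, 0.61), an uncharacterized protein (gene 5843, 0.48), a maturation factor (gene 4027, 0.38) and, named after its values were seen, subunit p45 (gene 5393, 0.30). Centred libraries ended the calls of genes 2609, 4235, 5843, 4027 and 5393 (adjusted p = 0.101, 0.104, 0.285, 0.557 and 0.850), and quantile normalization those of genes 4235, 5843, 4027 and 5393 (0.130, 0.198, 0.225 and 0.310). Without 1 library, calls were lost for gene 5799 (adjusted p = 0.0746 to 0.169 without C1, C2, S1, S2 or S3), gene 4235 (adjusted p = 0.0611 to 0.123 without C2, C3, S2 or S3), gene 5843 (adjusted p = 0.0630 to 0.109 without C2, S2 or S3), gene 4027 (adjusted p = 0.0650 to 0.207 without C2, C3, S1, S2 or S3) and gene 5393 (adjusted p = 0.0667 to 0.195 without C1, C2, S1, S2 or S3). Limma without a mean-variance trend did not call genes 5799, 4235, 4027 and 5393, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 5843, 4027 and 5393. The number of genes of oxidative phosphorylation that rose was 4 to 5 without C2, S2 or S3, and the number of genes of oxidative phosphorylation that fell was 0 to 4 without C1, C2, S1, S2 or S3. The number of chaperones that rose was 5 to 6 without S2 or S3, and the number of chaperones that fell was 1 to 4 without C1, C3 or S1. The number of tRNA synthetase genes that rose was 2 to 3 without S2 or S3, and the number of tRNA synthetase genes that fell was 0 without C1, C2, S1, S2 or S3. The number of proteasome genes that rose was 1 to 11 without any 1 of the 6 libraries, and the number of proteasome genes that fell was 2 without C3.

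Of 16 genes annotated as dioxygenases or to salicylate and aromatic ring degradation, 4 rose and 0 fell (4 and 0 adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05 from limma, 1 and 0 with centred libraries, 1 and 0 after quantile normalization). The steepest was an extradiol ring-cleavage dioxygenase (gene 2623, log2 fold change 1.19, adjusted p = 0.000993), an enzyme class that opens aromatic rings. The others were an oxoglutarate/iron-dependent dioxygenase (gene 4491, 0.51), gene 3331 of carotene cleavage and a TauD/TfdA dioxygenase (gene 8887, 0.68), which do not open aromatic rings. Of 13 sugar transporters, 1 rose and 0 fell (0 and 0 adjusted over the list alone, 4 and 1 at an unadjusted p under 0.05 from limma, 0 and 2 with centred libraries, 0 and 2 after quantile normalization), the riser being gene 7445 (0.78). 1 of 7 pentose phosphate genes matched by their descriptions rose and 0 fell (0 and 0 adjusted over the list alone, 1 and 0 at an unadjusted p under 0.05 from limma, 0 and 5 with centred libraries, 0 and 1 after quantile normalization), the riser being transaldolase (gene 2047, 0.28). In the larger KEGG map of this pathway, 4 of 22 tested genes rose and 0 fell. Of 91 cell cycle genes, 6 rose and 1 fell (1 and 0 adjusted over the list alone, 13 and 7 at an unadjusted p under 0.05 from limma, 0 and 15 with centred libraries, 1 and 11 after quantile normalization), with gene 2311, a cyclin-dependent kinase regulatory subunit, at 0.85 and gene 10195, a ran protein kinase, at −0.29. Of 37 DNA replication genes, 6 rose and 0 fell (3 and 0 adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05 from limma, 2 and 0 with centred libraries, 1 and 0 after quantile normalization), with DNA ligase (gene 163) at 0.95, and these include a vacuolar transporter chaperone (gene 12095) and an FAD-dependent oxidoreductase (gene 10759), which do not replicate DNA. Of 75 autophagy genes, 4 rose and 1 fell (1 and 1 adjusted over the list alone, 0 and 21 with centred libraries, 1 and 10 after quantile normalization): a ser thr protein kinase (gene 10579, 0.75), initiation factor 2 subunit alpha (gene 2705, 0.44), the SNARE Ykt6 (gene 4983, 0.31), a symbiosis-related protein (gene 3389, 0.35, named after its values were seen) and, lower, vacuolar amino acid transporter 3 (gene 4177). The camera test placed this list below other genes (adjusted p = 0.0332), which was lost at an adjusted p = 0.845 with an estimated correlation. The lists meant to check the RNA preparation gave no check: no gene matched the mitochondrially encoded list, and the 5 matches for ribosomal RNA were proteins that process it, of which gene 10375 (0.52) and gene 4589 (1.21) rose. Centring on the library median ended the calls of genes 4491, 8887, 7445, 2047, 2311, 12095, 10759, 10579, 2705, 4983, 3389, 10375 and 4589 (adjusted p = 0.0978, 0.167, 0.140, 0.979, 0.0612, 0.289, 0.0907, 0.186, 0.219, 0.831, 0.720, 0.345 and 0.127), and quantile normalization those of genes 4491, 8887, 7445, 2047, 2311, 12095, 10759, 10579, 4983, 3389, 10375 and 4589 (0.0798, 0.259, 0.117, 0.0526, 0.0526, 0.216, 0.173, 0.177, 0.0663, 0.0700, 0.297 and 0.201). On leaving out 1 library, calls were lost for gene 4491 (adjusted p = 0.0742 to 0.0863 without S2 or S3), gene 8887 (adjusted p = 0.0646 to 0.134 without C1, C2, S1 or S3), gene 7445 (adjusted p = 0.0537 to 0.108 without C2, C3 or S3), gene 2047 (adjusted p = 0.0580 to 0.158 without C1, C2, S1, S2 or S3), gene 10195 (adjusted p = 0.0521 to 0.0700 without C2, S2 or S3), gene 12095 (adjusted p = 0.0535 to 0.125 without C2, S1, S2 or S3), gene 10759 (adjusted p = 0.0530 to 0.122 without C1, C3, S1, S2 or S3), gene 10579 (adjusted p = 0.0546 to 0.0889 without C2, C3, S1 or S2), gene 2705 (adjusted p = 0.0665 without S2), gene 4983 (adjusted p = 0.0583 to 0.149 without C2, C3, S1, S2 or S3), gene 3389 (adjusted p = 0.0516 to 0.153 without C1, C2, C3, S1 or S2), gene 10375 (adjusted p = 0.0703 to 0.161 without C1, C2, S1, S2 or S3) and gene 4589 (adjusted p = 0.0563 to 0.146 without C1, C3, S1, S2 or S3). Without a mean-variance trend, limma did not call genes 8887, 7445, 2047, 10195, 10579, 4983, 3389, 10375 and 4589, and the authors' deposited p-values, adjusted over the tested genes, did not call genes 8887, 2047, 12095, 2705, 4983, 3389, 10375 and 4589. The number of dioxygenase genes that rose was 1 to 2 without C2 or S3. The number of sugar transporters that rose was 0 to 3 without C1, C2, S1 or S3. The number of pentose phosphate genes that rose was 0 without C1, C2, S1, S2 or S3. The number of cell cycle genes that rose was 1 to 2 without C2, S1, S2 or S3, and the number of cell cycle genes that fell was 0 to 5 without C2, C3, S2 or S3. The number of DNA replication genes that rose was 2 to 3 without C2, C3, S1, S2 or S3. The number of autophagy genes that rose was 0 to 10 without C1, C2, C3, S1 or S2, and the number of autophagy genes that fell was 0 to 8 without C3 or S2.

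Genes that lie close together on a contig had similar changes. Over 597 neighbouring pairs under 200 bp apart, the log2 fold changes correlated across genes at an r of 0.290, and at 0.259 once the trend with abundance and coding length was taken off, which argues against similar abundance and length as the whole cause; the like value was 0.120 in the next class of gaps, which starts at 200 bp. Genes are not independent replicates. Reads shared at the ends of genes may account for part of this and cannot be told apart from shared regulation: where only 5' ends meet r was 0.237, with a 95% bootstrap interval from 0.100 to 0.371 that reaches the limit of 0.1, against 0.215 where 3' ends meet and 0.378 in tandem. The paper's library method removes the second cDNA strand, so reads can carry their strand, but whether the FPKM used it is not stated. If it did, genes on opposite strands, as where 5' or 3' ends meet, would not share reads. Shared regulation of neighbours was not tested by itself.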
